# Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes

**DOI:** 10.1186/1471-2164-11-95

**Published:** 2010-02-08

**Authors:** Amanjot Singh, Upasana Singh, Dheeraj Mittal, Anil Grover

## Abstract

**Background:**

ClpB-cyt/HSP100 protein acts as chaperone, mediating disaggregation of denatured proteins. Previous studies have shown that ClpB-cyt/HSP100 gene belongs to the group class I Clp ATPase proteins and ClpB-cyt/HSP100 transcript is regulated by heat stress and developmental cues.

**Results:**

Nine ORFs were noted to constitute rice class I Clp ATPases in the following manner: 3 ClpB proteins (ClpB-cyt, Os05g44340; ClpB-m, Os02g08490; ClpB-c, Os03g31300), 4 ClpC proteins (ClpC1, Os04g32560; ClpC2, Os12g12580; ClpC3, Os11g16590; ClpC4, Os11g16770) and 2 ClpD proteins (ClpD1, Os02g32520; ClpD2, Os04g33210). Using the respective signal sequences cloned upstream to GFP/CFP reporter proteins and transient expression studies with onion epidermal cells, evidence is provided that rice ClpB-m and Clp-c proteins are indeed localized to their respective cell locations mitochondria and chloroplasts, respectively. Associated with their diverse cell locations, domain structures of OsClpB-c, OsClpB-m and OsClpB-cyt proteins are noted to possess a high-level conservation. *OsClpB-cyt *transcript is shown to be enriched at milk and dough stages of seed development. While expression of *OsClpB-m *was significantly less as compared to its cytoplasmic and chloroplastic counterparts in different tissues, this transcript showed highest heat-induced expression amongst the 3 ClpB proteins. OsClpC1 and OsClpC2 are predicted to be chloroplast-localized as is the case with all known plant ClpC proteins. However, the fact that OsClpC3 protein appears mitochondrial/chloroplastic with equal probability and OsClpC4 a plasma membrane protein reflects functional diversity of this class. Different class I Clp ATPase transcripts were noted to be cross-induced by a host of different abiotic stress conditions. Complementation assays of *Δhsp104 *mutant yeast cells showed that *OsClpB-cyt*, *OsClpB-m*, *OsClpC1 *and *OsClpD1 *have significantly positive effects. Remarkably, *OsClpD1 *gene imparted appreciably high level tolerance to the mutant yeast cells.

**Conclusions:**

Rice class I Clp ATPase gene family is constituted of 9 members. Of these 9, only 3 belonging to ClpB group are heat stress regulated. Distribution of ClpB proteins to different cell organelles indicates that their functioning might be critical in different cell locations. From the complementation assays, OsClpD1 appears to be more effective than OsClpB-cyt protein in rescuing the thermosensitive defect of the yeast *ScΔhsp104 *mutant cells.

## Background

Heat stress threatens future prospects of increased grain production in crops. Rice (*Oryza sativa*) is most important world food crop. The production of rice is getting severely affected with increases in mean global temperature. According to estimates, yield of rice declines by 10% for every 1°C increase in growing period minimum temperature in the dry season [1]. Processes like spikelet fertility, grain quality and yield processes in rice are considered to be especially sensitive to heat stress [2]. For breeding heat tolerant rice, it is important that molecular components that underlie the heat shock response in this species are understood [3]. Microarray profiling data have shown that heat stress response in maturing tomato microspores involves heat shock proteins, ROS scavengers, hormones and sugars [4]. Understandably, the major molecular changes in rice plants as affected by heat stress need to be worked out. This is especially relevant since rice has emerged as a model plant species of the group monocots due to its small genome size, availability of large collection of full-length cDNAs (FL-cDNAs) and for the fact that the whole genome of this plant species is completely sequenced. This crop has attracted a great deal of efforts for the elucidation of gene functions; completion of genome sequencing in rice has paved way for comprehensive functional characterization of genes, transcription factors, signaling components and promoters [5,6]. The completed rice genome sequence has been used for the characterization of a large number of gene families involved in diverse processes and pathways. However, with almost 42000 genes [7], several of them unknown, there are ample proteins still left to be characterized in this important crop species. In recent years, comprehensive details on heat shock regulated rice HSP20, HSP70, HSP90 and HSF gene families have been reported [8-11]. HSP100 is a major heat-regulated protein family in diverse organisms. Across the living systems, common features of HSP100 chaperone action include transient interactions with non-native protein species, in the prevention of aggregation and promotion of correct folding and assembly, or in unfolding for translocation or targeting to proteases. Singla and Grover [12] showed that homologues of yeast HSP104 protein are expressed in heat shocked rice seedlings. It was subsequently established that apart from heat, rice HSP100 expression is developmentally-controlled as seeds and developing embryos of rice show high constitutive levels of this protein [13,14].

HSP100 proteins belong to ClpB family [15-17]. Clp ATPases maintain quality of cellular proteins by performing the function of molecular chaperones and energy dependent proteases. Clp (**C**aseino**l**ytic **P**rotease) system was first identified as a heat shock inducible, multicomponent, ATP-dependent protease complex able to hydrolyze casein [18,19]. Subsequent studies showed that the Clp system can hydrolyze numerous other proteins and peptides in both aggregated and non-aggregated forms [20] Clp ATPases fall within the AAA^+ ^superfamily of ATPases associated with a substantially broader range of biological processes [21,22]. Class I ATPases (ClpA, ClpB, ClpC, ClpD) have two ATP binding domains and class II Clp ATPases (ClpM, ClpN, ClpX, ClpY) have one ATP binding domain [23]. Clp proteins are localized in various cellular organelles in plants [24]. Basically, Clp system members include three non-homologous gene families: ClpABCXY, ClpP and ClpQ. ClpACX members (but not ClpB) facilitate the activity of ClpP and some, such as ClpA [25] and ClpX [26], can function as independent chaperones in roles analogous to those of DnaK and DnaJ proteins. In contrast, ClpP proteolytic subunit exhibits low levels of peptidolytic activity. Further, when ClpP is complexed with ClpA, ClpC or ClpX, active holoenzymes which are able to cleave denatured proteins are formed. ClpAP, ClpXP and HslUV proteases are similar in design to the eukaryotic 26 S proteasome, with the ATPase subunits guarding the entrance to the proteolytic chamber [27,28]. Clp proteases in bacterial and eukaryotic systems have been implicated in vital cellular processes such as sporulation, DNA replication, protein turnover, stress tolerance and acclimation and regulation of gene expression [29]. ClpB is different from ClpA, ClpX and HslU as it does not associate with peptidase subunits. The function of ClpB is also distinct from that of other Clp ATPases: this protein is not involved in protein degradation [30], instead it disaggregates and reactivates strongly aggregated proteins [31-33]. The aggregation reversing activity of ClpB requires cooperation with the HSP70/HSP110 chaperone machinery [34].

In *Arabidopsis*, ClpB proteins have been divided into 3 classes according to cytoplasmic, chloroplastic and mitochondrial isoforms. Cytoplasmic ClpB is constituted by At1g74310, chloroplastic ClpB by At5g15450 and mitochondrial ClpB by At2g25140 [17]. Much of the work on ClpB proteins has been carried out on AtClpB-cyt isoform [35-38]. We isolated and sequenced rice ClpB-cyt gene (GenBank accession no. AJ316025) and showed that rice ClpB-cyt cDNA complements yeast *hsp104 *deletion and loss of thermotolerance trait in yeast [39]. Genetic analysis has shown that ClpB-cyt protein is essential for heat tolerance in plants. Mutants of *Zea mays *and *A. thaliana *plants under-expressing their respective ClpB-cyt/HSP100 proteins are observed to lack both basal as well as induced thermotolerance [35-37]. Queitsch et al [38] produced transgenic *A. thaliana *plants by modifying level of AtClpB-cyt/HSP100 protein. Transgenic plants in the latter study survived as high as 45°C (1 h) temperature stress as they showed vigorous growth after the removal of stress. Katiyar-Agarwal et al [40] over-expressed AtClpB-cyt/HSP100 protein in rice plants. The transgenic rice lines showed re-growth in the post-high temperature stress recovery phase while the untransformed plants could not recover to the similar extents. Keeler et al [41] reported cloning of a chloroplastic *HSP100/ClpB *gene from *Phaseolus lunatus*. The corresponding protein was seen to be localized to chloroplast. The accumulation of ClpB/HSP100 in this plant species was tightly correlated with heat acclimation, suggesting that the chloroplastic ClpB/HSP100 may be an important protein for acquiring thermotolerance. Chloroplastic ClpB from *Lycopersicon esculentum *has been shown to be important in acquired thermotolerance [42]. Antisense suppression of *LeHSP100/ClpB *in tomato plants made the plants more heat sensitive. Lee et al [17] noted that *Arabidopsis *knockout *ClpB-p *plants turn yellow on heat treatment. *ClpB-p *mutant plants showed a distinct change in chloroplast morphology upon subjecting plants to high temperature stress: chloroplasts were irregular to roundish in shape and were 21.5% of the size of normal chloroplasts. Lee et al [17] reported that At2g25140 (*ClpB-m*) was localized to mitochondria based on experiments in which transgenic *Arabidopsis *plants produced with signal peptide of At2g25140 fused with GFP showed expression of the reporter gene in mitochondria. This group further noted that the *ClpB-m *transcript was up-regulated during heat shock and the level of induced transcript for *ClpB-m *was lower as compared to *AtHSP100 *and *ClpB-p *transcripts. *ClpB-m *knockout *Arabidopsis *plants grew in comparable way to the wild type plants both during induced and acquired thermotolerance.

Plant ClpC proteins, which are the homolog of the *E. coli *ClpA proteins, have been noted in chloroplast stroma of several plant species [43-45]. ClpCs are considered to be highly conserved proteins among different species [46]. ClpC of *Bacillus subtilis *has been found not only to be involved in the removal of misfolded and aggregated proteins but also controls through regulated proteolysis, several key steps of development [47]. Two nearly-identical ClpC isomers exist in *Arabidopsis*. ClpC has been seen to be associated with ClpP in the stroma [48,49] in an ATP dependent manner [50]. Sjogren et al [51] reported that *clpC1 *mutant *Arabidopsis *plants display a retarded growth phenotype and leaves with a homogeneous chlorotic appearance. This mutant also exhibited fewer photosystem I and photosystem II complexes. ClpC in *Synechococcus elongatus *has been noted to possess ATPase activity as well as function as a molecular chaperone without the need of additional chaperones or adaptor proteins [52]. It is suggested that ClpC functions in part as a housekeeping chaperone *in vivo*, protecting unfolded, newly synthesized (or recently imported as in chloroplasts) polypeptides from aggregation. ClpD proteins differ from ClpCs by specific signature sequence and by its differential expression characteristics [23,44]. ClpD in *Arabidopsis *has previously been referred to as ERD1 [44,53,54] and SAG15 [55]. Weaver et al [56] reported that the ERD1 protein declines while its mRNA increases during senescence in *Arabidopsis*.

It is hence clear that plant Clps are associated with stress and developmental processes. The comprehensive analysis of rice Clp ATPases with respect to their structural and functional aspects has not been addressed to as yet. This study provides information on rice class I Clp ATPases with respect to genomic organization, regulation, protein architecture and cellular functions.

## Results

### Genome complexity of rice class I Clp ATPase members

The protein sequence of rice ClpB/HSP100 (accession number AJ316025) was noted to be same as the protein encoded by the MSU locus Os05g44340. Os05g44340 was used as a query for identifying the other Clp homologs at the MSU rice database. Nine ORFs encoded by Os02g08490, Os02g19450, Os02g32520, Os03g31300, Os04g32560, Os04g33210, Os11g16590, Os11g16770 and Os12g12850 loci were noted to share homology to Os05g44340 in this analysis (Table 1). Search using HSP100 as a key word showed that Os08g15230 is also one of the probable candidate genes belonging to Clp ATPase family. However, alignment of protein sequence of Os08g15230 with Os05g44340 showed that Os08g15230 does not contain most of the domains which are typically present in Clp proteins (except for the truncated ClpN domain). Therefore, Os08g15230 is not included as Clp ATPase family member herein. Further, Os02g19450 locus encoding for a mitochondrial 74kDa protein (HSP74) showed high similarity to yeast HSP78 protein. Though Os02g19450 protein appeared to be the closest homologue of Os05g44340 protein in terms of sequence similarity (59%), Os02g19450 lacked the N-terminal domain which other mitochondrial HSP78 proteins possess. Importantly, Os02g19450 locus appears not to be expressed in rice based on microarray as well as Quantitative-PCR (Q-PCR) analysis while the yeast HSP78 protein is strongly expressed in response to high temperature stress. We have therefore omitted Os02g19450 gene as well from the class I Clp ATPase family in further discussion. Overall then, we assume that 9 ORFs (i.e. Os02g08490, Os02g32520, Os03g31300, Os04g32560, Os04g33210, Os05g44340, Os11g16590, Os11g16770 and Os12g12850; Table 1) constitute rice class I Clp ATPases.

**Table 1:** Properties of rice class I Clp ATPase members. aa- amino acids; pI- isoelectric point.

Locus	Suggested nomenclature	Mol. Wt. (kDa), Length (aa), pI	Signal peptide (aa)	Predicted cellular localization	Gene length, ORF, introns
Os02g08490	ClpB-M	116.04, 1043, 7.26	87	Mitochondria	5072, 2952, 9
Os02g32520	ClpD1	101.8, 938, 7.02	83	Chloroplast	4465, 2817, 11
Os03g31300	ClpB-C	108.9, 978, 6.44	76	Chloroplast	6378, 2937, 14
Os04g32560	ClpC1	101.8, 918, 6.32	28	Chloroplast	5309, 2757, 8
Os04g33210	ClpD2	93.2, 858, 8.38	80	Chloroplast	5183, 2577, 9
Os05g44340	ClpB-Cyt	100.8, 912, 6.07	None	Cytoplasm/Nucleus	3106, 2739, 4
Os11g16590	ClpC3	100.8, 932, 8.24	48	Chloroplast/Mitochondria	5001, 2799, 8
Os11g16770	ClpC4	100.9, 918, 9.46	21	Plasma Membrane	5299, 2757, 8
Os12g12850	ClpC2	102.01, 919, 6.89	54	Mitochondria	4729, 2760, 8

### Phylogenetic relationship among plant class I Clp ATPases

Phylogenetic analysis of rice class I Clp ATPases with the corresponding *Arabidopsis *proteins (6 ORFs, details shown in Additional file 1) enabled us to annotate and classify the above 9 rice ORFs into ClpB, C and D classes as follows: 3 ClpB proteins (designated as B1, Os05g44340; B2, Os02g08490; B3, Os03g31300), 4 ClpC proteins (C1, Os04g32560; C2, Os12g12580; C3, Os11g16590; C4, Os1g16770) and 2 ClpD proteins (D1, Os02g32520; D2, Os04g33210). The extent of identity of these proteins with respect to Os05g44340 is as follows: Os02g08490-54.8%, Os02g32520-28.3%, Os03g31300-50.8%, Os04g32560-40%, Os04g33210-26.2%, Os11g16590-40.9%, Os11g16770-49.4% and Os12g12580-29.1%. *Populus trichocarpa *is the first tree species whose genome has been sequenced. A BLASTP search of *Populus *genome at http://genome.jgi-psf.org/Poptr1_1/ revealed that it has 8 homologs to rice Os05g44340. Clp ATPases from *Populus *have been named in this text as per the system described by Waters et al [57] for LMW HSPs. Molecular details for the 8 *Populus *Clp ATPases are shown in Additional file 1. Overall, we find that *Populus *genome contains 4 ClpB (Pt101.7, Pt106.7, Pt108.5 and Pt98.7), 2 ClpC (Pt102.5 and Pt103.5) and 2 ClpD (Pt103.2 and Pt104.4) genes. *Arabidopsis*-rice-*Populus *phylogenetic tree was constructed using amino acid sequences of 9 Clp ATPase proteins from rice (sequences downloaded from MSU rice database), 6 from *Arabidopsis *(sequences downloaded from MIPS database) and 8 from *Populus *(sequences downloaded from http://genome.jgi-psf.org/Poptr1_1/Poptr1_1.home.html using ClustalX and visualized using Treeview (Figure 1). The tree divided all 23 proteins into 3 major clades corresponding to ClpB, ClpC and ClpD proteins. ClpB clade was divided into 3 subclades according to cytoplasmic, chloroplastic and mitochondrial isoforms. Cytoplasmic ClpB are Os05g44340, At1g74310 and Pt101.72; chloroplastic ClpB are Os03g31300, At5g15450, Pt106.69 and Pt108.53 and mitochondrial ClpB are Os02g08490, At2g25140 and Pt98.74. At the amino acid level, Os02g08490 is 82.5% similar to At2g25140 which has recently been reclassified from AtClpB4 to AtClpB-M [17]. Os03g31300 showed high similarity (84%) with At5g15450. Os05g44340 has a similarity of 83.4% with At1g74310 at the amino acid level. ClpC clade contained 4 rice (Os04g32560, Os12g12850, Os11g16770 and Os11g16590), 2 *Arabidopsis *(At3g48870 and At5g50920) and 2 *Populus *(Pt102.5 and Pt103.51) members. At the amino acid level, Os04g32560 (OsClpC1) shows homology of 82.3 and 87.5% with At3g48870 and At5g50920, respectively. Os12g12850 (OsClpC2) shares 87.6% similarity with Os04g32560, the sequence being dissimilar only in the region towards N-terminus which corresponds to the signal peptide. Os12g12850 shows 83% and 86.5% identity at the amino acid levels with At3g48870 and At5g50920, respectively. Pt102.5 and Pt103.51 showed similarity in the range of 84-86% to Os04g32560 and Os12g12850, suggesting that ClpC ATPases are highly conserved across phyla. Os11g16770 and Os11g16590 also appear to be members of ClpC clade. ClpD class included two proteins from rice (Os02g32520 and Os04g33210), one from *Arabidopsis *(At5g51070) and two from *Populus *(Pt103.2 and Pt104.39). Os02g32520 has identity of 62.8% with At5g51070 which was previously identified as ERD1 protein and later rechristened as AtClpD [17]. Os04g33210 shows 60% sequence identity to At5g51070 at the amino acid level. Pt103.2 and Pt104.39 showed similarity ranging from 61-65% at the amino acid level with their rice counterparts. Table 1 provides detailed properties of rice class I Clp ATPase genes.

**Figure 1:**
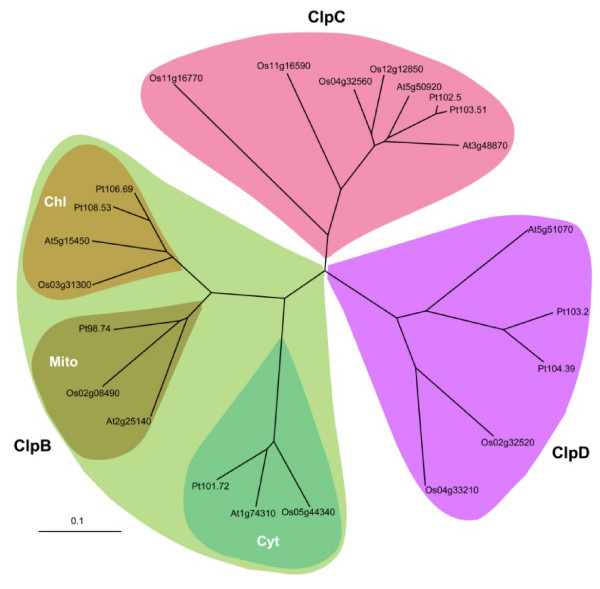
**Phylogenetic relatedness among different class I Clp ATPase proteins from rice, *Arabidopsis *and *Populus***. The phylogenetic tree was created using ClustalX 1.83, based on the predicted amino acid sequences. The branch lengths are proportional to divergence, with the scale of 0.1 representing 10% change.

### Genomic organization of rice class I Clp ATPase genes

Rice class I Clp ATPase genes appear to be distributed in the genome (Table 1). There is no duplication event seen in these genes, suggesting that these genes have evolved independently from each other and there is no transposition involved. However, the evolutionary patterns of organellar and cytoplasmic isoforms of various class I Clp ATPases remain to be analyzed. Further, there is not much similarity among these genes at the level of distribution of exon and intron sequences: all class I Clp ATPase genes contained introns and there was no specific pattern in the arrangement of exons and introns in their genomic loci (Additional file 2). *OsClpB-c *has 15 exons and 14 introns which accounts for the most in any Clp member in rice class I ATPase gene family. *OsClpB-cyt *appears the smallest gene among rice class I Clp ATPase genes with respect to the genic region occupied. With respect to the proposed ORF of *OsClpC1 *gene, a discrepancy was noted: KOME database shows AK058510 to contain ORF of 1.107 kb while MSU database predicts ORF of 2.757 kb. While 2.757 kb ORF seems to encode the complete protein (918 amino acids; 101.8 kDa protein), there are no databank entries corresponding to 2.757 kb transcript of this gene. KOME clone in fact contains the last 1.211 kb region of the 2.757 kb clone. In this study, full length *OsClpC1 *was cloned from control unstressed rice seedling tissues using RT-PCR. Since a band corresponding to ~ 2.7 kb on 1% agarose gel in this reaction was noted (data not shown), it is thus indicated that *OsClpC1 *ORF is ~ 2.7 kb under the conditions examined herein.

### Domain structure of class I OsClp ATPase proteins

SMART and PFAM database were analyzed for retrieving information on various domains present in rice class I Clp ATPase proteins. In OsClpB-cyt, NBD1 and NBD2 span amino acids 209-398 and 607-710, respectively (Figure 2A). OsClpB-cyt also contains a spacer region which spans 494-553 amino acids; this spacer is characteristic of ClpB proteins. M-domain overlaps with spacer signature II. The signal peptides were predicted using Predotar and LOCTREE programs. Os02g08490 was predicted to be mitochondrial (hence shown as OsClpB-m), while Os03g31300 was predicted to be chloroplastic (hence shown as OsClpB-c). Although OsClpB-cyt is considered to be cytoplasmic, its amino acid sequence analyzed at LOCTREE program predicts that this protein is nuclear-localized and contains a putative nuclear localization signal (NLS) present from amino acid 476 to 483 (RKLKQREE). The architecture and the physical position of various domains in ClpC and ClpD proteins are shown in Figure 3. It is amply clear from this analysis that rice Clp C and D proteins belong to class I ATPases, containing two NBDs (Figure 3B). All the class I Clp ATPase proteins except OsClpC4 were seen to contain two copies of ClpN domain (Additional file 3). This domain present towards the N-termini is speculated to have a role in protein binding. ClpC2, C3, C4 and D2 proteins contained 35 amino acids long UVR domain between the two NBDs. UVR domains have been seen in proteins which have role in DNA recognition, repair and processing. The proteins containing UVR domain are reportedly able to interact with each other through this domain. OsClpC1 and OsClpC2 are predicted to be chloroplast-localized. On the other hand, ClpC3 is predicted to be mitochondrial/chloroplastic with equal probability and OsClpC4 is predicted to be present in plasma membrane. All the ClpC proteins identified to date in *Arabidopsis *and *Populus *are localized in the chloroplast where they interact with the chloroplastic protease ClpP.

**Figure 2:**
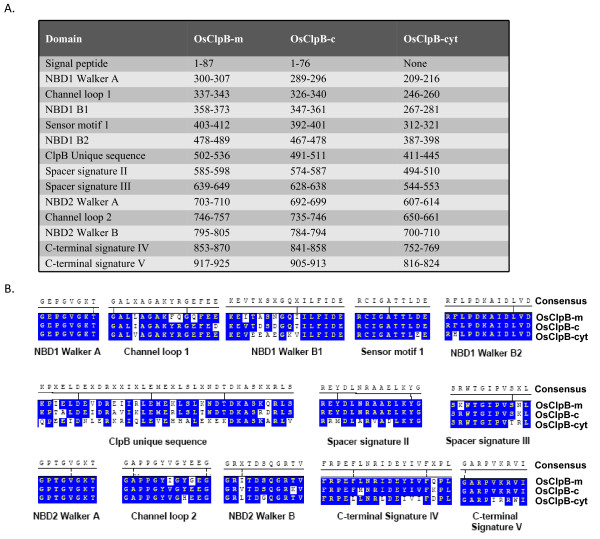
**A. Relative positions of different domains present in rice class I ClpB proteins**. The position of amino acids was marked manually after aligning the sequences in MegAlign module of DNASTAR. B. Consensus sequence of the different domains present in rice class I ClpB proteins. Alignments were done using ClustalV of MegAlign module of DNASTAR and alignment pictures were modified for representation.

**Figure 3:**
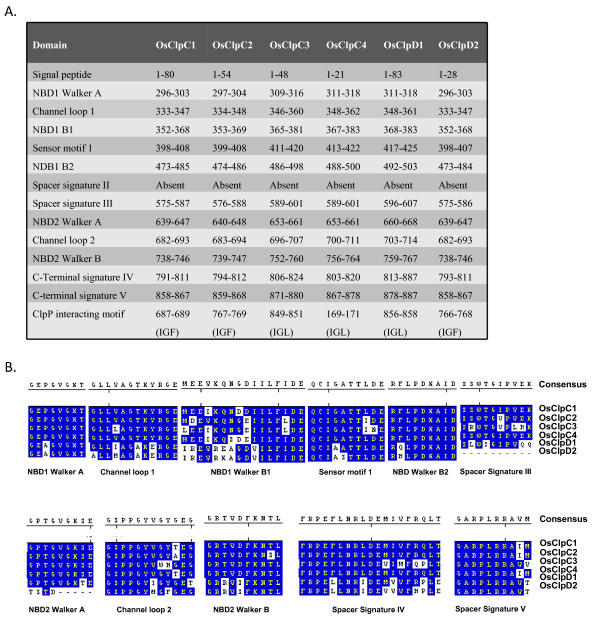
**A. Relative positions of domains in rice ClpC and ClpD proteins**. B. Consensus sequence of the different domains present in rice ClpC and ClpD proteins. Alignments were done using ClustalV of MegAlign module of DNASTAR and alignment pictures were modified for representation.

Furthermore, 3-dimensional structures of OsClpBs were predicted using I-TASSER [58]. Of the various models suggested, structures which had a higher C-score were taken (C-score considered to be a confidence score for estimating the quality of predicted models by I-TASSER). Importantly, OsClpB-c, OsClpB-m and OsClpB-cyt showed almost similar structural arrangements as has been seen in case of *A. thaliana *ClpB (Additional file 4). The coiled-coil linker formed the central portion of the structures and the two NBDs flanked it. The predicted binding sites also showed the same pattern in the three ClpB isoforms (Additional file 5). From the structures proposed, it is suggested that OsClpB-c, OsClpB-m and OsClpB-cyt proteins are remarkably conserved with respect to their predicted protein binding sites.

In *E. coli*, complex formation between ClpA and ClpX with ClpP is mediated by a helix-loop-helix motif in which the tip of the loop contains an essential IGF/L tripeptide [59]. In case of rice Clp ATPase proteins, it was seen that except OsClpB-m, OsClpB-c and OsClpB-cyt (ClpB members), all other Clp class I ATPase proteins contain this tripeptide IGF/L motif (Figures 2,3). This motif was in general present towards the C-terminus except in case of OsClpC4 which had the tripeptide at its N-terminus.

### Expression of rice class I Clp ATPase genes

Microarray data at Genevestigator database (https://www.genevestigator.ethz.ch/; [60]) were used for analyzing the transcript expression profiles of rice class I Clp ATPases in different tissues/developmental stages (Figures 4 and 5). In different developmental stages, the highest variation was found in expression of *OsClpB-cyt*: this gene showed minimal expression during germination, seedling, heading and flowering stages but showed high expression at milk and dough stages (Figure 4B). On the other hand, there was a gradual increase in the expression of *OsClpB-c *transcript from germination to milk stage and the expression declined during dough stage (Figure 4B). 

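Seedlings of the indica rice cultivar Pusa Basmati (PB1), 10 days old and grown at 28°C, were profiled on Agilent rice oligonucleotide arrays of 1 colour (Cy3), with 1 array per RNA sample. The 21 arrays form 7 groups of 3 biological replicates each. These are unstressed control seedlings, cold stress at 5°C for a shorter and a longer time, heat stress at 42°C for 10 min and 30 min, and oxidative stress with 10 mM H2O2 at 28°C for 1 h and 4 h. The hours of cold stress differ between sources. The paper's text gives 2 h and 4 h, Fig. 4C and Fig. 5C give 1 h and 4 h, and the sample labels and Fig. 4D give 1 h and 5 h. The groups are therefore called short cold and long cold. The authors deposited the scanner output of each array, made with Feature Extraction 9.5.3.1, in which the processed signal is an intensity corrected for background and for gradients across the array. They also deposited a table of ratios, and 99.8% of its values lay within 0.01 on the log2 scale of the processed signal divided by the array's median and then by the median of the 3 controls. For the microarray procedure the paper refers to an earlier article, and its text names no normalization and no test. Here the log2 processed signal was averaged over the spots of a probe that the software did not mark as outliers, and each array's 75th percentile was subtracted. Probes well above background on all 3 arrays of at least 1 group were tested, which were 34708 of 42418 probes. One limma model was fitted to all 21 arrays (14 residual degrees of freedom), each stress treatment was compared with the same 3 controls, and p was adjusted over the tested probes by the Benjamini-Hochberg method. A change was called at an adjusted p under 0.05. Where several probes stand for a gene, the one with the highest mean signal was used. A probe saturated on all arrays of a group, or well above background on none, has only a bound there. It is given as at least N-fold, from the brighter group's mean against the dimmer group's mean of the probe's own signal or the lowest signal well above background on that array, whichever was higher. Where only some arrays of the brighter group were well above background, this ratio is given with their number and is no minimum. Before scaling, the 75th percentile ranged from 1017.8 units on the third array of 4 h oxidative stress to 6659.5 units on the third array of 10 min heat stress. Between 74.6% and 82.4% of the probes of an array were well above background, and between 93 and 1548 spots were saturated. The 3 control arrays shared 1 slide with a long cold array, and the other treatments lay on other slides, so the log2 fold changes and time differences of the tested Clp genes, the counts of changed probes and the overlap of heat with oxidative stress were also computed with slide as a block. The other results were not. The precision of all values is limited by the 3 arrays per group.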

For expression of rice class I Clp ATPase genes in response to stresses, microarray profiling was carried out for analyzing expression during cold (5°C; 2 h and 4 h), heat (42°C; 10' and 30') and oxidative stress (10 mM H_2_O_2_; 1 h and 4 h) conditions. 

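All 3 ClpB genes were raised on each of the 6 heat stress arrays. The probe of OsClpB-m (Os02g08490, listed as Os02g0181900 on chromosome 2, probe AU172375) had a normalized log2 value of -1.72 ± 0.06 (SD, n = 3) in control seedlings, 4.25 ± 0.86 (SD, n = 3) after 10 min and 3.78 ± 0.22 (SD, n = 3) after 30 min at 42°C. Its log2 fold change was 5.97 after 10 min (standard error 0.28, adjusted p = 5.37e-11 from limma with Benjamini-Hochberg adjustment) and 5.49 after 30 min (adjusted p = 2.28e-10 from the same test). For OsClpB-c (Os03g31300, listed as Os03g0426900 on chromosome 3, probe AK069123) the value rose from 0.45 ± 0.08 (SD, n = 3) in the control to 4.43 ± 0.72 (SD, n = 3) and 4.15 ± 0.08 (SD, n = 3). The log2 fold changes were 3.98 and 3.70 (standard error 0.23), with adjusted p = 4.62e-10 and 1.73e-09. OsClpB-cyt (Os05g44340, listed as Os05g0519700 on chromosome 5) was read by probe AK121414, 60 bases long. Its ends share 10 bases with the forward and 12 bases with the reverse Q-PCR primer of this gene. This probe was saturated on all 6 heat stress arrays, so that its rise from 0.23 ± 0.12 (SD, n = 3) to 4.44 ± 0.96 and 4.88 ± 0.34 (SD, n = 3) gives lower bounds of 4.21 and 4.65 on the log2 scale. The OsClpB-m and OsClpB-c probes were saturated on 1 heat stress array, the third of 10 min, which had the brightest signal of the 21. With both durations pooled, the 6 heat stress arrays lay above the 3 controls by 5.73 for OsClpB-m, 3.84 for OsClpB-c and at least 4.43 for OsClpB-cyt. For each gene the two-sided exact permutation test gave p = 0.0119, the smallest that 84 splits allow, and 0.0357 after Benjamini-Hochberg adjustment over the 21 tests of 7 Clp genes in 3 stresses. The alternative that moved a ClpB value most was the mean of all probes of a gene, under which the log2 fold change of OsClpB-cyt was 6.07 at both durations. With slide as a random block, the 10 min values were 6.06 for OsClpB-m, 4.03 for OsClpB-c and 4.26 for OsClpB-cyt. Both OsClpB-cyt values include the saturated probe AK121414 and are lower bounds too. Another probe of this gene, AK105433, was saturated on 1 heat stress array. Its value rose from -3.05 in the control to 4.05 after 10 min and 3.54 after 30 min. The values of AK121414 therefore do not rank OsClpB-m above OsClpB-cyt in heat stress.

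**Figure D1:**
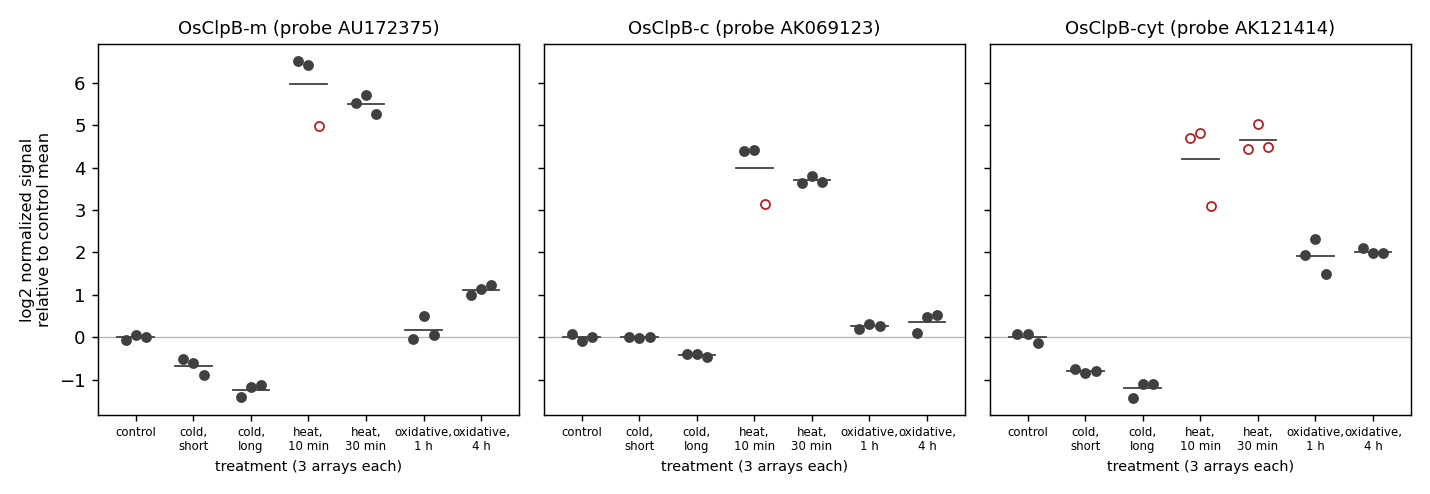
Normalized log2 signal of the 3 ClpB probes relative to the mean of the 3 control arrays (vertical axis, log2), for control and each stress treatment (horizontal axis, 3 arrays each). Each point is an array, lines are group means, and open red points are saturated spots, which include all 6 heat stress arrays of OsClpB-cyt. All heat stress points of the 3 genes lie above their control points.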

*ClpB *genes showed a notably enhanced expression during heat stress (Figure 4C). 

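For OsClpB-cyt the normalized log2 value was 2.15 ± 0.41 (SD, n = 3) after 1 h and 2.26 ± 0.06 (SD, n = 3) after 4 h of oxidative stress. Its log2 fold changes against control were 1.91 and 2.02 (standard error 0.33), with adjusted p = 0.000212 and 0.000388 from limma with Benjamini-Hochberg adjustment, and no spot of the probe was saturated in these groups. With slide as a fixed block the 1 h value was 2.07 and was no longer called (adjusted p = 0.0503, and between 5.43e-08 and 0.0503 over its alternatives), while with slide as a random block the 4 h value was 2.13 and still called (adjusted p = 0.00378). The mean of the heat stress groups exceeded the mean of the oxidative stress groups by 2.46 on the log2 scale (standard error 0.23, adjusted p = 1.46e-07 from the same test). Each of the 6 heat stress arrays lay above each of the 6 oxidative stress arrays (two-sided exact permutation test over 924 splits, p = 0.00216). Since the probe was saturated in heat stress, 2.46 is a lower bound of this difference. With probe AK105433, saturated on 1 heat stress array, it was 5.09, and with AF332981 and AK100903, saturated on the 3 arrays of 10 min, 4.83 for each.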

*OsClpB-cyt *showed enhanced expression during oxidative stress also although the magnitude of expression under oxidative stress was less as compared to heat stress. *OsClpB-c *and *OsClpB-m *showed almost identical response to the stresses (Figure 4C). 

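In short cold the log2 fold change was -0.67 for OsClpB-m (adjusted p = 0.0921 from limma with Benjamini-Hochberg adjustment) and 0.00 for OsClpB-c (adjusted p = 0.996). In long cold it was -1.24 for OsClpB-m (adjusted p = 0.0017) and -0.42 for OsClpB-c (adjusted p = 0.143). The OsClpB-c fall was called under quantile normalization, with array weights, and when only the long cold and control arrays were fitted (adjusted p = 0.00908, 0.0205 and 0.00387, and up to 0.319 under the others). It was also called with the second probe of this gene, AK060637 (-0.44, adjusted p = 0.0319). To compare the genes, the value of one was subtracted from that of the other on each array. The rise of OsClpB-m in heat stress exceeded that of OsClpB-c by 1.89 on the log2 scale, and this difference lay above that of every control array on 6 of 6 heat stress arrays (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow, and 0.0238 after Benjamini-Hochberg adjustment over 6 such comparisons). Its SD was 0.17 over the 6 heat stress arrays and 0.14 over the 3 controls. After 1 h of oxidative stress the log2 fold change was 0.17 for OsClpB-m (adjusted p = 0.68) and 0.26 for OsClpB-c (adjusted p = 0.394). After 4 h OsClpB-m rose by 1.12 (adjusted p = 0.00878) and OsClpB-c by 0.37 (adjusted p = 0.237). Pooled over both durations of oxidative stress, the rise of OsClpB-m exceeded that of OsClpB-c by 0.33, which was within the spread of the arrays (exact permutation test, p = 0.345), with 4 of 6 arrays above all controls and 2 below all of them.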

Transcript expression for *ClpB *genes with Q-PCR matched with microarray data. While all three *ClpB *genes showed up-regulation under heat stress, the magnitude of the expression levels varied for the three genes (Figure 4D). Low levels of *OsClpB-m *and *OsClpB-c *transcripts were noted under unstressed conditions too. *OsClpB-cyt *transcript was strictly induced in response to heat stress (and to a lesser extent in response to oxidative stress; Figure 4D). The transcript abundance during heat shock was highest for *OsClpB-m *and lowest for *OsClpB-c *among the three *ClpB *ATPase genes. Semi-quantitative RT-PCR analysis showed distinct heat shock inducibility in all three ClpB genes (Figure 4E). *OsClpB-cyt *was mainly heat shock inducible. This transcript also showed a somewhat low expression in response to cold stress. All three *ClpB *transcripts were noted to be induced in response to exogenous ABA application to a comparable extent in shoot and root tissues of rice seedlings (Figure 4F). Expression of *OsClpB-cyt *was found to be much higher than other *ClpB *isoforms in dry seeds of rice, based on real-time PCR analysis (Figure 4G).

**Figure 4:**
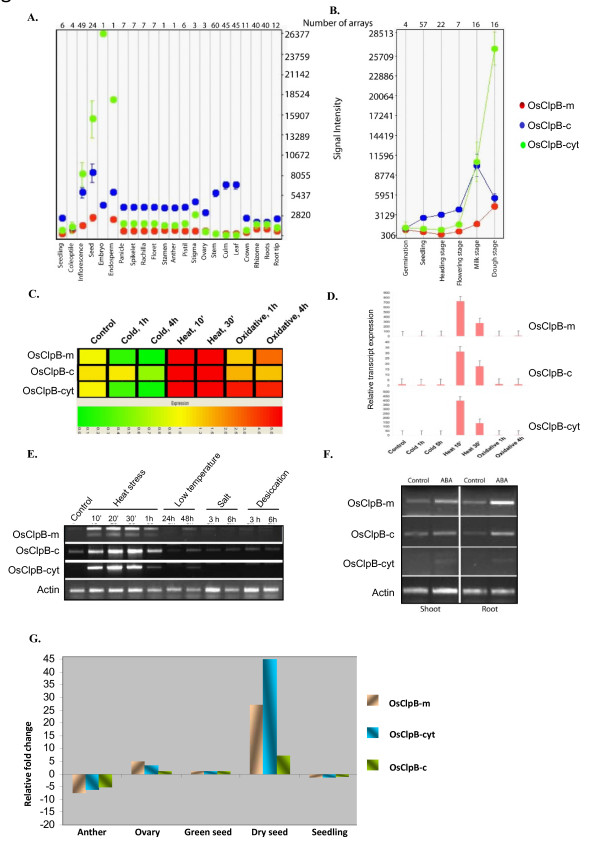
**Expression analysis of ClpB genes in various stages of rice plant based on the microarrays performed for rice**. **A**. Expression of *OsClpB *genes in different parts of rice plants. **B**. Expression of *OsClpB *genes during developmental stages. *In silico *analysis shown in **A **and **B **was performed using the Genevestigator database. The analysis included data from a total of 166 array experiments, and included 28 different tissues, organs or growth stages. **C**. Expression analysis of rice class I Clp ATPase transcripts in response to cold, heat and oxidative stresses. Hierarchical cluster display of expression profiles for *OsClpB *genes showing differential expression in rice (color bar represents the log2 expression values; green color representing low level expression, yellow shows medium level expression and red signifies the high level expression). **D**. Q-PCR analysis of the transcript expression of *ClpB-cyt, ClpB-c *and *ClpB-m *genes. The bars represent transcript level fold change values with respect to unstressed 10-d-old seedlings. Standard errors of the biological replicates are shown as error bars. **E**. Semi-quantitative RT-PCR based transcript expression analysis of rice *ClpB *genes under different stress conditions. The following stress conditions were used; HS: heat shock treatment (45°C; 10', 20', 30' and 1 h). LT: low temperature stress (8 ± 2°C; 24 h and 48 h). SS: NaCl stress (150 mM; 3 h and 6 h). DS: PEG treatment (12% PEG8000; 3 h and 6 h). PCR was performed for 25 cycles and products were resolved on 1% agarose gel. **F**. Semi-quantitative RT-PCR based transcript expression analysis of rice *ClpB *genes upon application of 100 μM ABA. PCR was performed for 25 cycles and products were resolved on 1% agarose gel.

**Figure 5:**
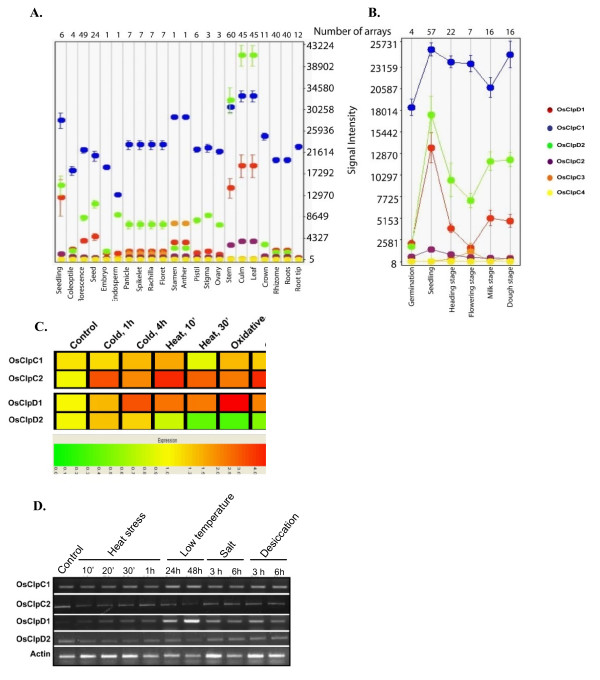
**Expression analysis of class I Clp ATPase genes in different parts of rice plant based on the microarrays performed for rice**. A. Expression pattern of *OsClpC *and *OsClpD *transcripts in different parts of rice. B. Expression pattern of *OsClpC *and *OsClpD *transcripts in different developmental stages of rice. *In silico *analysis shown in A and B was performed using the Genevestigator database. The analysis included data from a total of 166 array experiments, and included 28 different tissues, organs or growth stages. C. Expression analysis of rice Clp ATPase transcripts in response to cold, heat and oxidative stresses. Hierarchical cluster display of expression profile for rice *ClpC *and *ClpD *genes showing differential expression in rice (color bar represents the log2 expression values; green color representing low level expression, yellow shows medium level expression and red signifies the high level expression). D. Semi-quantitative RT-PCR of rice *ClpC *and *ClpD *genes under different stress conditions. The following stress conditions were used; HS: heat shock treatment (45°C; 10', 20', 30' and 1 h). LT: low temperature stress (8 ± 2°C; 24 h and 48 h). SS: NaCl stress (150 mM; 3 h and 6 h). DS: PEG treatment (12% PEG8000; 3 h and 6 h). PCR was performed for 25 cycles and products were resolved on 1% agarose gel.

*OsClpC4 *appeared to be transcriptionally silent in microarray at Genevestigator. *OsClpC1 *showed maximum expression among the various ClpC genes. Levels of *OsClpC1 *transcript did not show much variation in expression; these transcripts were minimally expressed in endosperm. In general, there was almost similar expression profiles of *OsClpD1 *and *OsClpD2 *genes although there was variation in the magnitude of expression. *OsClpD2 *was seen to be expressed in anther and ovary but not in seed tissues (Figure 5A, B). Heat and oxidative stress inducibility was also relatively higher for *OsClpC2 *and *OsClpD1 *genes (Figure 5C). 

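OsClpD1 (Os02g32520, listed as Os02g0526400 on chromosome 2, probe AK068727) had a normalized log2 value of 0.77 ± 0.14 (SD, n = 3) in control seedlings. It was 1.55 ± 0.35 (SD, n = 3) after 10 min and 1.60 ± 0.12 (SD, n = 3) after 30 min of heat stress, and 2.81 ± 0.44 (SD, n = 3) after 1 h and 1.64 ± 0.24 (SD, n = 3) after 4 h of oxidative stress. Pooled over both durations, it rose by 0.81 in heat stress (two-sided exact permutation test over 84 splits, p = 0.0119, and 0.0357 after Benjamini-Hochberg adjustment over 21 tests) and by 1.46 in oxidative stress (p = 0.0238, and 0.05 after adjustment), and each of the 12 stressed arrays lay above the 3 controls. OsClpC2 (Os12g12850, listed as Os12g0230100 on chromosome 12, probe AK066153) was dim. Its probe was well above background on 6 of 21 arrays, on none of the control arrays, and on 1 of 3 arrays after 10 min of heat stress and after 1 h and 4 h of oxidative stress, so it was left out of the tested probes. Its signal in the control was 7.82 to 10.95 units, and the control has only a bound. Against this bound the mean over 3 arrays, 1 of them well above background, was 0.76 higher on the log2 scale after 1 h and 1.63 higher after 4 h of oxidative stress. Against the control's own mean, which is near background, the difference of means was 0.90 after 1 h and 1.77 after 4 h. The 4 h difference was 1.02 under quantile normalization, and no alternative exceeded 1.77. With each array left out it ran from 1.17 (without the third 4 h array) to 2.17. When all probes were tested without a filter, limma with Benjamini-Hochberg adjustment gave adjusted p = 0.295 after 1 h and 0.0406 after 4 h, and under normexp background correction the 1 h difference of means turned to -0.061. With arrays centred on their median that difference was 0.92. It was 0.39 without the first 1 h array, and at most 1.19 with each array left out.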

In the other Clp ATPases, only significant change marked was for low temperature inducibility of *OsClpD1 *(Figure 5D). 

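After 10 min at 42°C the OsClpC2 probe gave a signal of 10.11 to 103.56 units, and it was well above background on 1 of the 3 arrays, the brightest of the 21. The mean over these 3 arrays was 2.56-fold the bound of the control. After 30 min the signal was 14.05 to 17.03 units and well above background on no array, as in the control, so no fold is given. The probe's normalized value lay above the 3 controls on 6 of 6 heat stress arrays. The two-sided exact permutation test over 84 splits gave p = 0.0119, and this test was not among the 21 that were adjusted. As the probe was well above background on 1 of 6 heat stress arrays and on no control, no pooled difference is given. Of 1529 probes with a similar control level, 15.7% rose as much as OsClpC2 when averaged over the 3 stresses. Without a filter on dim probes, the adjusted p of limma with Benjamini-Hochberg adjustment was 0.0516 after 10 min and 0.13 after 30 min. The 10 min difference of means was 1.50 on the log2 scale. Over the alternatives it ran from 0.52 (normexp background correction) to 1.68 (arrays centred on their median). With each array left out it ran from 1.06 (without the brightest array) to 1.87.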

Although microarray data showed that OsClpC2 was heat stress regulated, we did not find the same in semi-quantitative RT-PCR.

### Localization of OsClpB-c and OsClpB-m proteins

*In silico *analyses shown in Table 1 predicted OsClpB-c and OsClpB-m proteins to be present in chloroplasts and mitochondria, respectively. To confirm their localizations, we designed two constructs namely AtClpB-m-CFP-1881-OsClpB-m-GFP and AtClpB-c-CFP-1881-OsClpB-c in this study. In AtClpB-m-CFP-1881-OsClpB-m-GFP construct, 90 amino acid long signal sequence (corresponding to 270 base pairs at the 5' end of ORF) from AtClpB-m were fused with CFP and used as a positive control and signal sequence from OsClpB-m in fusion with GFP expression as a test system; expression was driven by using a bidirectional promoter from a pair of rice protease inhibitor genes, for both the reporter proteins. Similar strategy was employed in construction of AtClpB-c-CFP-1881-OsClpB-c plasmid. In this case, 84 amino acids long signal peptide (corresponding to 252 base pairs at the 5' end of ORF) were fused to CFP and used as a positive control. Both plasmids were shot separately for transient transformation of onion epidermal cells. The fluorescence emitting from GFP and CFP proteins in both the constructs co-localized (Figure 6). This suggests that OsClpB-m is localized to the same sub-cellular compartment as does the AtClpB-m. Likewise, OsClpB-c is localized to the same sub-cellular compartment as does the AtClpB-c.

**Figure 6:**
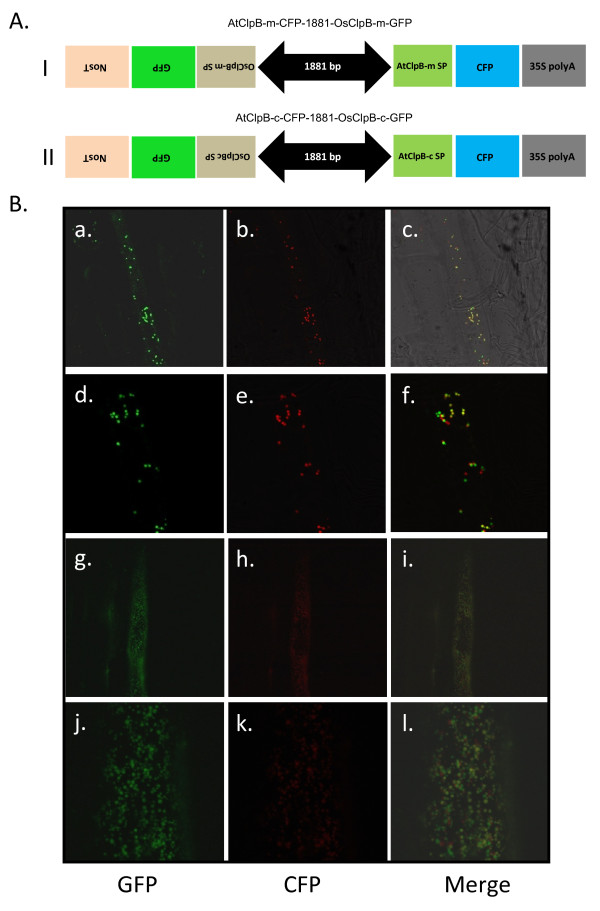
**A. Schematic representation of the constructs used for transient transformation of onion epidermal cells**. Panel I shows the AtClpB-m-CFP-1881-OsClpB-m-GFP construct while Panel II shows the AtClpB-c-CFP-1881-OsClpB-c-GFP construct. **B. Organellar localization of OsClpB-c and OsClpB-m proteins in transiently transformed onion epidermal cells**. **a, d**: OsClpB-c::GFP (**d **is enlarged view of a section of **a**); **b, e**: AtClpB-c::CFP (**e **is enlarged view of a section of **b**); **c, f**: OsClpB-c::GFP and AtClpB-c::CFP merged (**f **is enlarged view of a section of **c**). **g, j**: OsClpB-m::GFP (**j **is enlarged view of a section of **g**); **h, k**: AtClpB-m::CFP (**k **is enlarged view of a section of **h**); **i, l**: merged OsClpB-m::GFP and AtClpB-m::CFP (**l **is enlarged view of a section of **i**). CFP is shown in red for optimal image depiction.

### Complementation of S. cerevisiae Δhsp104 mutant by rice class I Clp ATPase proteins

Deletion of *hsp104 *gene in yeast (Sc*Δhsp104*) leads to thermosensitivity as the mutant cells are not able to survive heat shock (Figure 7A; [39]). Possible effect of different rice class I Clp ATPases in complementation of *Δhsp104 *mutant yeast cells was next analyzed. Different class I Clp ATPases were cloned in pGV8 vector under the control of GPD constitutive promoter to yield constructs pGV8-*OsClpB-cyt*, pGV8-*OsClpB-c*, pGV8-*OsClpB-m*, pGV8-*OsClpC1*, pGV8-*OsClpC2 *and pGV8-*OsClpD1 *(Figure 7B). Plasmid DNA containing different class I Clp ATPases were linearized and transformed into Sc*Δhsp104 *cells and selected on a medium lacking uracil to yield Sc*Δhsp104*-pGV8-*OsClpB-cyt*, Sc*Δhsp104*-pGV8-*OsClpB-c*, Sc*Δhsp104*-pGV8-*OsClpB-m*, Sc*Δhsp104*-pGV8-*OsClpC1*, Sc*Δhsp104*-pGV8-*OsClpC2 *and Sc*Δhsp104*-pGV8-*OsClpD1 *cell types. Sc*Δhsp104 *cells transformed with *AtHSP101 *(Sc*Δhsp104*-*AtHSP101*) and *ScHSP104 *(Sc*Δhsp104*-*ScHSP104*) were used as positive control while Sc*Δhsp104 *cells transformed with vector (Sc*Δhsp104*-vector) were used as negative control. Thermotolerance assay was carried out by giving a pre-treatment of 60 min at 37°C and then exposing cells to heat shock for 30 min at 50°C. Control and heat stressed cells were dotted on YPAD plates to a dilution of 10^-4 ^and kept at 28°C for 48 h and photographed (Figure 7B). We noted that positive control Sc*Δhsp104*-*ScHSP104 *grew better than Sc*Δhsp104 *and Sc*Δhsp104*-vector yeast cells. Positive effect was also seen in Sc*Δhsp104*-pGV8-*OsClpB-cyt*, Sc*Δhsp104*-pGV8-*OsClpB-m*, Sc*Δhsp104*-pGV8-*OsClpC1 *and Sc*Δhsp104*-pGV8-*OsClpD1 *cell types. Remarkably, Sc*Δhsp104*-pGV8-*OsClpD1 *cells grew even better than *ScΔhsp104-ScHSP104 *cells.

**Figure 7:**
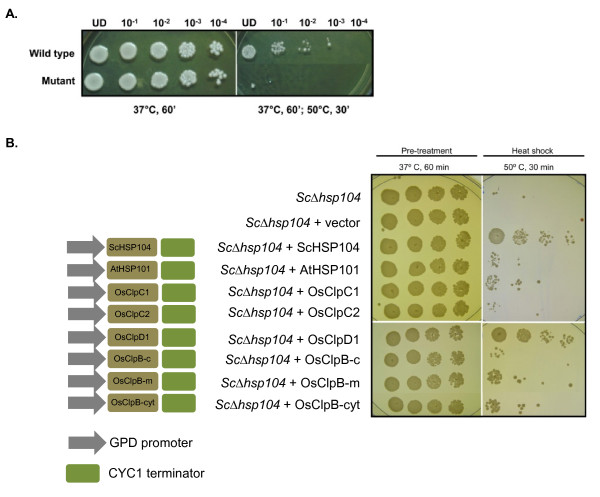
**A. Thermotolerance assay of *S. cerevisiae *(wild type) and *ScΔhsp104 *mutant cells**. B. Complementation analysis of yeast *Δhsp104 *mutant with various Clp ATPase genes. Left panel shows schematic representation of the different constructs used to transform *ScΔhsp104 *mutant cells and right panel shows thermotolerance assays with the transformed yeast cells.

## Discussion and conclusions

We show in this study that rice genome has 9 entries (i.e. Os02g08490, Os02g32520, Os03g31300, Os04g32560, Os04g33210, Os11g16590, Os11g16770, Os12g12850 and Os05g44340) for the class I Clp ATPase protein family. In *Arabidopsis*, there are 6 class I Clp ATPase genes which specify 3 ClpB proteins (At1g74310-AtClpB-cyt; At5g15450-AtClpB-m; At2g25140-AtClpB-c), 2 ClpC proteins (C1, At5g50920; C2, At3g48870) and 1 ClpD protein (At5g51070) [17]. From the comparative details, it appears that 9 rice loci specify 3 ClpB (ClpB-cyt, Os05g44340; ClpB-m, Os02g08490; ClpB-c, Os03g31300), 4 ClpC (ClpC1, Os04g32560; ClpC2, Os12g12580; ClpC3, Os11g16590; ClpC4, Os11g16770) and 2 ClpD (ClpD1, Os02g32520; ClpD2, Os04g33210). Phylogenetic analysis using rice, *Populus *and *Arabidopsis *sequences showed that class I Clp ATPase sequences are significantly conserved. The tree showed three major clades, one each corresponding to ClpB, ClpC and ClpD proteins (Figure 1). ClpB proteins were further categorized into cytoplasmic, chloroplastic and mitochondrial isoforms based on TargetP, Predotar, LOCTREE and PSORT database. Cytoplasmic ClpB members included OsClpB-cyt, At1g74310 and Pt101.72; chloroplastic ClpB included OsClpB-c, At5g15450, Pt106.69 and Pt108.53 and mitochondrial ClpB included OsClpB-m, At2g25140 and Pt98.74. Although OsClpC3 and OsClpC4 are considered members of ClpC class, these proteins appear somewhat different from OsClpC1 and OsClpC2 proteins. All ClpC proteins identified to date are localized to the chloroplast where they interact with the chloroplastic protease ClpP. From the *in silico *analysis, it appears that ClpC3 on the other hand may be chloroplast/mitochondria localized while ClpC4 is membrane bound protein. Recently, AAA^+ ^ATPase chaperone CoxD protein in *Oligotropha carboxidovorans *is found to be present exclusively in cytoplasmic membrane [61]. A Clp ATPase in *Glycine max *has also been found to be membrane associated [62]. High temperature causes modifications in membrane functions, associated with alteration of membrane fluidity. In plant cells, membrane-based processes such as photosynthesis and respiration are especially important. Vigh et al [63] proposed that any alterations in the plasma membrane microdomains are well suited for sensing stress and re-tailoring the expression of various classes of HSPs. The chances of interaction of membrane-associated HSPs with the proteins involved in signaling increases as these molecules are also concentrated in the membrane rafts. ClpC4 protein of rice may have such an implication.

Importantly, *OsClpC2 *contained 691 nucleotides long intron in the 5'UTR and further harbored five upstream ORFs (uORFs) in the 5'UTR. The role of these uORFs in regulation, if any, needs to be worked out. Both *OsClpD1 *and *OsClpD2 *genes towards their 5' ends showed a **s**terile **a**lpha **m**otif (SAM) domain containing protein (Os02g32530 and Os04g33220): MSU rice gene model predicts that *OsClpD1 *and Os02g32530 gene pair and *OsClpD2 *and Os04g33220 gene pair may give rise to natural sense/antisense transcripts (NATs). Further analysis of *in vivo *regulation of ClpD proteins may reflect the significance of this observation. Domain analysis showed that OsClpB-cyt protein contains various motifs which are typical of HSP100 proteins. Spacer signature II motif seen in OsClpB proteins was notably absent from OsClpCs and OsClpDs (Figures 2, 3). Complex formation between ClpA and ClpX with ClpP is reportedly mediated by a helix-loop-helix motif in which the tip of the loop contains an essential IGF/L tripeptide (P-element; [59]). Weibezahn et al [64] engineered a ClpB variant termed BAP (ClpB-ClpP-loop; a variant protein in which ClpP interacting site of ClpA has been engineered into *E. coli *ClpB), which carried the P-element. Association of ClpP converted BAP from a refolding into a degrading disaggregase, demonstrating that this engineering brings in threading of aggregated proteins into the proteolytic chamber of ClpP. When rice class I Clp ATPase proteins were searched for the presence of IGF motif, it was seen that apart from OsClpB-m, OsClpB-c and OsClpB-cyt, all other proteins contained IGF/L tripeptide motif (Figures 2, 3). This observation may have an implication for differential function of ClpB as compared to other class I Clps. According to Kim et al [59], IGF/L tripeptide consensus is generally located between the sensor I and box VII motifs. However, OsClpC4 contained this motif towards the N-terminus. This may have some relation to the fact that unlike all other Clps, OsClpC4 is the only rice Clp that appears to be associated with the plasma membrane.

Cross-induction of *HSP *genes by diverse stresses is known [11,13]. Zou et al [65] have recently shown that the expression of nine different *OsHSP *genes was affected differentially by heat, cold, salt, desiccation as well as ABA. Hu et al [8] noted an extensive overlap of transcript levels in rice HSFs and HSPs in response to different stresses. Likewise, Mittal et al [9] noted cross-induction of HSF transcripts by diverse stresses in rice seedlings. On the same line, ClpATPase genes showed stress-related transcript expression. 

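Of the 9 class I Clp genes, 8 had a probe, and 7 of these passed the filter on dim probes, all but OsClpC2. No probe was tied to OsClpC4, which was not analysed here. Among the 7 tested genes, 0 were called in short cold, 3 in long cold, 5 after 10 min and 5 after 30 min of heat stress, 3 after 1 h and 3 after 4 h of oxidative stress (limma with Benjamini-Hochberg adjustment over the 34708 probes). At an unadjusted p under 0.05, 3 genes passed in short cold, and array weights gave 3 calls there. Adjusted over the list alone, the counts were the same except after 4 h of oxidative stress, where 4 genes were called. Of the 21 pooled comparisons of these 7 genes in the 3 stresses, the two-sided exact permutation test over 84 splits gave its smallest p, 0.0119, in 7. For comparison, the median log2 fold change of 181 probes described as heat shock proteins was 0.35 after 10 min and 0.56 after 30 min of heat stress, and 0.13 and 0.27 after 1 h and 4 h of oxidative stress (adjusted p over 12 set tests with limma's camera 7.02e-12, 3.38e-12, 0.018 and 2.7e-06). The 4 calls hold under limma's fry. Several of these probes stand for the same gene, such as Os03g0266300. At its preset correlation of 0.01 camera treats them as nearly independent, so its p may be too small. With both durations of oxidative stress pooled, 6 of 84 splits gave a set median as far from 0. In cold the set median was -0.052 in short cold (adjusted p = 0.221) and -0.31 in long cold (adjusted p = 0.0281). The paper sets these profiles beside the cross-induction of HSF and HSP transcripts noted by other studies, and states that expression of the Clp ATPase genes was stress-related too.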

Agarwal et al [39] reported that *OsClpB-cyt*/*HSP100 *transcript in rice seedlings is induced strongly by heat and this transcript remains unaffected in response to salt stress, water stress, low temperature stress and ABA application. Hu et al [8] noted that *OsClpB-cyt *was regulated by heat shock as well as drought. 

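The fold change of OsClpB-cyt in heat stress was bounded by saturation at at least 18.5-fold after 10 min and at least 25.1-fold after 30 min. Another of its probes, AK105433, was saturated on 1 of the 6 heat stress arrays and rose 137-fold and 96.1-fold (adjusted p = 9.26e-13 and 3.99e-12 from limma with Benjamini-Hochberg adjustment). The other probes, AF332981 and AK100903, were saturated on all 3 arrays of 10 min and rose at least 92.1-fold and at least 87.9-fold. In oxidative stress probe AK121414 rose 3.77-fold after 1 h and 4.06-fold after 4 h, and AK105433 rose 3.33-fold and 3.41-fold. The SD of the 1 h fold over its 3 arrays was 1.08. All 6 oxidative stress arrays lay above the controls, with a pooled difference of 1.97 on the log2 scale (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow).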

In this study, microarray analysis showed that *OsClpB-cyt *transcript was up-regulated more than 5-folds both during heat stress as well as oxidative stress. *OsClpB-cyt *transcript was induced after low temperature stress (Figure 4E). This study is the first report for the cold induction of *OsClpB-cyt*, though at low levels. Wu et al [66] reported that rice *HSP100 *promoter responds to desiccation stress. In the experimental conditions used in the current study (PEG treatment), we failed to note induction of *OsClpB-cyt *transcript in response to desiccation stress. 

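OsClpB-c rose 15.8-fold after 10 min and 13.0-fold after 30 min of heat stress. The SD of the 10 min fold was 7.04 over 3 arrays, of which 1 was saturated. Its other probe, AK060637, was saturated on no array and rose 21.9-fold and 13.3-fold (adjusted p = 1.88e-12 and 2.76e-11 from limma with Benjamini-Hochberg adjustment). In oxidative stress OsClpB-c was 1.20-fold higher after 1 h (log2 fold change 0.26, adjusted p = 0.394) and 1.29-fold higher after 4 h (log2 fold change 0.37, adjusted p = 0.237), and neither was called. The 4 h value was called under quantile normalization (adjusted p = 0.026, and between 0.026 and 0.376 over its alternatives), and the 1 h value when only the 1 h and control arrays were fitted (adjusted p = 0.0441, and between 0.0441 and 0.772). Its values on the 6 oxidative stress arrays lay above all controls (pooled difference 0.31, two-sided exact permutation test over 84 splits, p = 0.0357, and 0.0625 after Benjamini-Hochberg adjustment over 21 tests).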

*OsClpB-c *was up-regulated during heat stress by up to 5-folds and during oxidative stress by up to 1.5 folds based on microarray analysis (Figure 4C). Q-PCR data showed that as with *OsClpB-cyt*, the relative abundance of *OsClpB-c *transcripts was far more responsive during heat stress as compared to oxidative stress. 

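The OsClpB-m transcript rose 62.6-fold after 10 min, where 1 of 3 arrays was saturated, and 45.1-fold after 30 min of heat stress. With each array left out in turn, its 10 min log2 fold change stayed between 5.70 and 6.46, the highest without the saturated array. The 30 min value was lower than the 10 min value by -0.47 on the log2 scale, not called (limma adjusted p = 0.193). Without the saturated array this difference was -0.97 and called (limma adjusted p = 0.000253). After 1 h of oxidative stress its normalized log2 value was -1.55 ± 0.29 (SD, n = 3), a log2 fold change of 0.17 that was not called (standard error 0.28, adjusted p = 0.68 from limma with Benjamini-Hochberg adjustment), and 1 of 3 arrays lay above all controls. After 4 h it was -0.59 ± 0.13 (SD, n = 3), 2.18-fold above the control (log2 fold change 1.12, adjusted p = 0.00878), on 3 of 3 arrays, and it was called with slide as a random block (adjusted p = 0.0281, and between 3.3e-05 and 0.0428 over its alternatives). The difference between the 4 h and 1 h values was itself called (0.95 on the log2 scale, adjusted p = 0.0138), but not without the first 1 h array (0.85, adjusted p = 0.0517) or under normexp background correction (0.88, adjusted p = 0.0665, the highest over its alternatives). Pooled over both durations the rise was 0.65 (two-sided exact permutation test over 84 splits, p = 0.107), with 4 of 6 arrays above the controls.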

*OsClpB-m *gene, like its counterpart gene in *Arabidopsis*, was found to be heat and oxidative stress up-regulated (Figure 4). Q-PCR data showed that transcript abundance of *OsClpB-m *was highest during heat stress among the three *OsClpB *genes. On the other hand, AtClpB-m showed lowest transcript abundance among its different ClpB isoforms [17]. In a study on transcriptional profiling of genes responsive to hormonal treatments in rice, *HSP100 *transcript was found to be specifically induced in response to ABA [67]. We observe that transcriptionally, *OsClpB-m *and *OsClpB-c *respond more to ABA than *OsClpB-cyt *(Figure 4F).

*OsClpC1 *transcripts did not undergo any change under stress conditions while *OsClpC2 *was seen to be up-regulated (~ 3-4 folds) under heat, cold and oxidative stress conditions as seen in microarray experiment although we did not find the same upregulation in semi-quantitative RT-PCR analysis (Figure 5C). 

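OsClpC1 (Os04g32560, listed as Os04g0397100 on chromosome 4, probe AK058949) had a normalized log2 value of 2.99 ± 0.13 (SD, n = 3) in control seedlings. Its log2 fold changes in the 6 stress treatments lay between -0.17 (30 min of heat stress) and 0.24 (1 h of oxidative stress) with a standard error of 0.11, and none was called (adjusted p = 0.105 to 0.648 from limma with Benjamini-Hochberg adjustment). The 10 min heat stress value, 0.20, was 0.38 and called when arrays were centred on their median (adjusted p = 0.00862, and between 0.00862 and 0.582 over its alternatives). Pooled over both durations, the two-sided exact permutation test gave p = 0.131 in cold, 0.917 in heat and 0.0476 in oxidative stress, the last 0.0714 after Benjamini-Hochberg adjustment over 21 tests. For OsClpC2, whose probe was near background, no fold is given after 30 min of heat stress, and in the other treatments the control has only a bound. Against the bound of the control the cold means were 2.30-fold, with 2 of 3 arrays well above background, and 1.46-fold, with 1 of 3. The difference of means was 1.34 on the log2 scale in short cold and 0.69 in long cold. Over the alternatives the short cold value ran from 0.88 (quantile normalization) to 1.56 (normexp background correction). The long cold value ran from 0.30 (normexp background correction) to 0.73 (values of the table of ratios). With each array left out, the values were 1.12 to 1.48 in short cold and 0.38 to 1.29 in long cold. Without a filter on dim probes, adjusted p was 0.12 in short cold and 0.419 in long cold, and only the 4 h oxidative value was called among the 6 treatments.

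**Figure D2:**
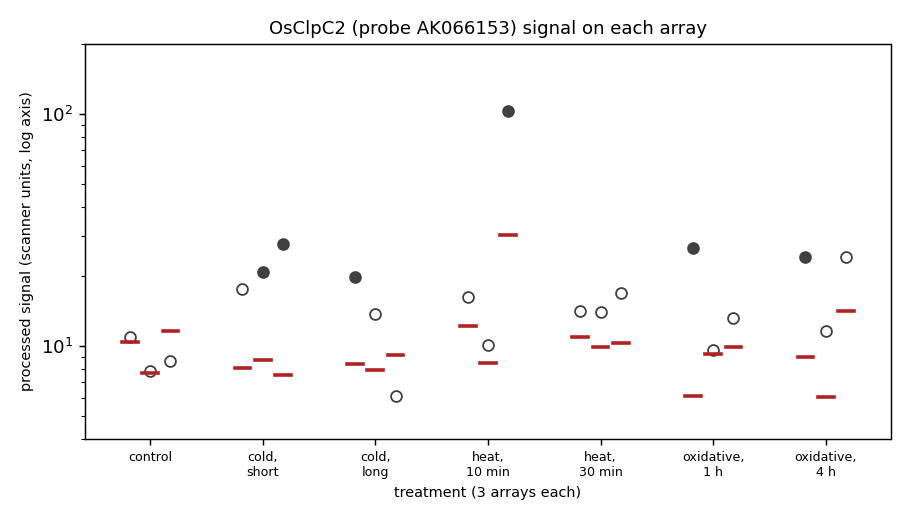
Processed signal of the OsClpC2 probe on each of the 21 arrays (vertical axis, scanner units, log axis) for control and each stress treatment (horizontal axis, 3 arrays each). Filled points were well above background by the scanner software, open points were not, and the red line at each point is the lowest signal among probes well above background on that array. In total 6 of the 21 points are filled, and none of the control points is.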

No amplicons were detected for *OsClpC3 *and *OsClpC4 *in the semi-quantitative RT-PCR analysis. This may indicate that these loci may in fact be transcriptionally silent under the conditions tested. However, *in silico *analysis of publicly-available microarray database shows *OsClpC3 *expression in stem, culm and leaf tissues (Figure 5A). Evidence for expression of *OsClpC4 *is yet awaited. Shen et al [68] reported that *OsClpD1 *is induced by water deficit and temperature stress in vegetative tissues. We observed that this gene was up-regulated by different stresses. 

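In short cold OsClpD1 was 1.27-fold higher than in the control and not called (log2 fold change 0.35, standard error 0.21, adjusted p = 0.248 from limma with Benjamini-Hochberg adjustment). In long cold it was 2.39-fold higher (log2 fold change 1.26, adjusted p = 0.000129), with all 3 arrays above the controls. Heat stress raised it 1.72-fold after 10 min (adjusted p = 0.00571) and 1.79-fold after 30 min (adjusted p = 0.00381). The rise in oxidative stress was 4.13-fold after 1 h (adjusted p = 1.68e-06) and 1.84-fold after 4 h (adjusted p = 0.0071). All 5 called rises were also called with slide as a block, with adjusted p between 0.0077 and 0.0482. The second probe of this gene, AY166599, was called in all 6 treatments, with 2.15-fold in short cold (adjusted p = 0.00288), and the mean of both probes was called in short cold as well (adjusted p = 0.0178, and between 0.0178 and 0.805 over its alternatives). The 1 h and 4 h values of oxidative stress differed by -1.17 on the log2 scale (adjusted p = 0.000481), and long cold exceeded short cold by 0.91 (adjusted p = 0.00488), which was not called with slide as a fixed block (0.93, adjusted p = 0.222, and between 0.00304 and 0.222 over its alternatives).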

In microarray data, *OsClpD2 *showed down-regulation during heat and oxidative stresses and a marginal up-regulation in cold stress (Figure 5C).

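OsClpD2 (Os04g33210, listed as Os04g0405000 on chromosome 4, probe AK061666) had a normalized log2 value of 0.13 ± 0.13 (SD, n = 3) in control seedlings. Its log2 fold change was -0.31 after 10 min (standard error 0.12, adjusted p = 0.0387 from limma with Benjamini-Hochberg adjustment, lower on 2 of 3 arrays) and -0.53 after 30 min of heat stress (adjusted p = 0.00136, lower on 3 of 3 arrays). The 10 min call was lost under 6 of 11 alternatives, among them centring each array on its median (-0.13, adjusted p = 0.418, the highest over them), and without the first control, the second control, or the first or second 10 min array. In oxidative stress it was -0.60 after 1 h (adjusted p = 0.000747) and -0.30 after 4 h (adjusted p = 0.0714). With slide as a fixed block the 1 h value was -0.56 and not called (adjusted p = 0.138, and between 4.29e-05 and 0.138 over its alternatives). In cold stress the log2 fold changes were 0.31 in short cold (adjusted p = 0.0614, higher on 3 of 3 arrays) and 0.10 in long cold (adjusted p = 0.544). The short cold rise was called without its first array (0.38, adjusted p = 0.0459), with array weights (adjusted p = 0.00803) and with a trended and robust variance (adjusted p = 0.0492, and between 0.00803 and 0.676 over its alternatives). Pooled over both durations the fall was 0.42 in heat and 0.45 in oxidative stress on the log2 scale (-0.42 and -0.45, two-sided exact permutation test over 84 splits, p = 0.0357 and 0.0238, and 0.0625 and 0.05 after Benjamini-Hochberg adjustment over 21 tests), and the rise in cold was 0.20 (p = 0.107).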

AtClpB-m and AtClpB-c have been shown to be localized to mitochondria and chloroplast, respectively [17]. We found that OsClpB-m is localized to the same location in the cell as AtClpB-m. Likewise, we noted that OsClpB-c is localized to the same location as AtClpB-c. We thus show that OsClpB-m and OsClpB-c are localized to mitochondria and chloroplast, respectively (Figure 6). It therefore, appears that these proteins may have specific functions in cellular organelles.

Yeast expressing HSP104 are typically 100- to 1000-fold more thermotolerant than yeast lacking HSP104, thus demonstrating the critical requirement for this protein in cell survival during extreme heat stress [69]. *Arabidopsis *ClpB-Cyt/HSP101 has been shown to overcome the temperature sensitivity of yeast *Δhsp104 *mutant [38]. Similar observations were noted for the ClpB-Cyt/HSP100 proteins from soybean [70] and rice [39]. This fact prompted us to analyze ability of diverse class I Clp genes in yeast mutant complementation assay. OsClpB-cyt showed reasonably good complementation ability. The capability of OsClpB-m appeared comparable to OsClpB-cyt in conferring tolerance. Our observation actually matches to an earlier experiment done with yeast [71]. This group expressed yeast Hsp78 protein which is mitochondrial isoform of the yeast cytoplasmic Hsp104 protein, in the cytoplasm of the Hsp104 mutant yeast cells. They noted that yeast Hsp78 protein complements the cytoplasmic Hsp104 yeast mutation. This experiment indicates that the organellar and the cytoplasmic ClpBs may have some degree of redundancy in their substrate recognition. Further, the target substrate proteins of different Clps are not yet defined. In due course when target proteins are established, it should be possible to address the question of mitochondrial ClpB complementing the cytoplasmic yeast *hsp104 *mutation more deeply. A significant observation in this assay test was the fact that OsClpD1 restores the mutation defect of the *ScΔhsp104 *yeast cells to a significant extent; Sc*Δhsp104*-pGV8-*OsClpD1 *showed growth comparable to that of the Sc*Δhsp104*-*ScHSP104 *yeast cells. ClpD expression in *Arabidopsis *has previously been seen to be associated during senescence [56] but there is no study that links expression of this gene to heat stress. The detailed mechanism behind this role of OsClpD1 remains to be worked out. It should be relevant to analyze how OsClpD1 expression alters transcript profiling in *Δhsp104 *mutant yeast cells. It should also be relevant to generate transgenic plants with ectopically higher ClpD1 protein and analyze their stress phenotype. Weibezahn et al [64] found that the development of thermotolerance in *E. coli *relies on the ClpB/KJE-mediated reactivation of aggregated proteins, whereas the removal of protein aggregates by degradation does not confer thermotolerance. Similarly in yeast, Tessarz et al [72] noted that the degradation of aggregated proteins results in loss of thermotolerance. They reported that the removal of aggregated proteins by HAP and ClpP is not sufficient for yeast cells to survive a severe heat shock, but survival demands on the reactivation of aggregated proteins. It can thus be inferred that disaggregation and reactivation of proteins is essential for cell survival after extreme heat stress, whereas the degradation of aggregated proteins is insufficient. It is possible that expression of OsClpD1 does this activity more efficiently than other class I Clps and hence its expression results in more thermotolerance than noted for other rice class I Clp proteins. Finally, it needs to be mentioned that although different Clp ATPases are noted to complement yeast *hsp104 *mutation in this study, it is possible that variations in expression levels of rice Clps in yeast which have not been determined, may also affect complementation efficiencies.

Finally, we wish to herein draw a comparable picture of *Arabidopsis *and rice class I Clp ATPases. There are some major differences in these two species for the number of ClpB, ClpCs and ClpDs nuclear genes. While *Arabidopsis *has 2 and 1 ClpC and ClpD members, respectively, rice appears to contain 4 and 2 ClpC and ClpD members, respectively. On the other hand, number of ClpB proteins appears same (3) in both rice and *Arabidopsis*. Both in rice and *Arabidopsis*, one each of ClpB type is present in cytoplasm, chloroplasts and mitochondria. It should be relevant to extend the above observations further to analyze what implications these might have in regulating heat response in these two contrasting plant species.

## Methods

### Growth conditions of rice and stress treatments

Rice [*Oryza sativa *L; cultivar Pusa Basmati (PB1), an indica type] seeds were washed with mild detergent and the detergent was removed by washing the seeds thoroughly with running tap water. Seeds were subsequently rinsed with 70% ethanol at room temperature for 45 s and washed with sterile distilled water 5-6 times to remove traces of ethanol. The seeds were soaked overnight at RT in dark before placing on cotton bed in a tray for germination. Seedlings were grown at 28 ± 2°C and 14 h light 10 h dark cycle maintained in growth room (light intensity ~ 250 μmol m^-2^s^-1^, humidity ~ 40%). For temperature stress, uniform-sized seedlings were transferred to beakers, which contained distilled water at 42 ± 1°C for heat stress (HS), at 5 ± 1°C for cold stress (CS), and 10 mM H_2_O_2 _at 28 ± 2°C for oxidative stress, and maintained at the requisite temperatures in BOD (for different time intervals as shown). For RT-PCR analysis, rice seedlings were subjected to heat, cold, salt and desiccation stresses. Salt stress was imposed by placing seedlings in beakers containing cotton pads soaked with NaCl solution, instead of distilled water. Roots and shoots were harvested and frozen in liquid N_2 _after desired durations of stress treatment. Desiccation stress was implied to rice seedlings by keeping in 12% PEG4000 as indicated. Subsequent to completion of the stress intervals, tissues were harvested, frozen in liquid nitrogen and kept at -80°C.

### Semi-quantitative reverse transcriptase PCR, Q-PCR and Microarray analysis

Total RNA was isolated from the control and stressed tissues from PB1 as per the standard protocol [73]. For semi-quantitative reverse transcriptase PCR, complementary DNAs were synthesized from 5 μg of total RNA primed with oligo (dT) primers using M-MLV reverse transcriptase (MBI Fermentas, Lithuania). RT-PCR amplification parameters were optimized to analyze individual target genes and gene specific primers were used. β-actin was amplified as an internal control. Q-PCR and microarray analysis were carried out as described earlier [9]. All primer details are provided in Additional file 6. Raw microarray data have been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under the accession number GSE19983.

### Sequence analysis

ClpB homologs in rice were identified by performing BLAST search at the National Centre for Biotechnology Information http://www.ncbi.nlm.nih.gov/BLAST/ and MSU Rice Genome Annotation Project Database and Resource http://rice.plantbiology.msu.edu/ using the sequence of the ClpB-cyt/HSP100 (Os05g44340; Accession number AJ316025) as the query. The number and position of exons and introns in different genes were determined by comparison of the cDNAs with their corresponding genomic DNA sequences as well as by Spidey program http://www.ncbi.nlm.nih.gov/spidey/. In specific cases because of the lack of complete cDNA information, the ORFs were used for this analysis. The position of each gene on rice chromosomes was found by BLASTN search in genomic sequence of rice chromosome pseudomolecules available at MSU Rice Genome Annotation Project Database and Resource (Release 5). Multiple sequence alignments were done using the Clustal X (version 1.83) program [74] and the phylogenetic analysis was carried out by neighbor joining method [75]. The unrooted phylogenetic tree was displayed using the Treeview program [76]. The DNA and protein sequence analyses were performed using DNASTAR software.

### Cloning of signal peptides to confirm localization of OsClpB-m and OsClpB-c and transient transformation of onion epidermal cells

The sequences corresponding to signal peptides of OsClpB-c and OsClpB-m were amplified using AK069123 and AK287906 clones, respectively, as templates for PCR which were cloned upstream of GFP in pCAMBIA1302. Subsequently, signal peptide-GFP fusions along with NosT were amplified and cloned in pBCSK in BamHI and EcoRI sites and the plasmids were named as pBCSK-OsClpB-c-GFP and pBCSK-OsClpB-m-GFP. The signal peptides corresponding to *Arabidopsis *ClpB-c and ClpB-m were PCR amplified using *Arabidopsis *cDNA. The amplicons were cloned in the vector pAVA574 [77] to generate a fusion with CFP. Subsequently the signal peptide-CFP fusions were amplified along with the 35 S terminator and cloned in pBCSK-OsClpB-c-GFP or pBCSK-OsClpB-m-GFP vectors. The 1881 bp bidirectional promoter from a pair of rice protease inhibitor genes [78], was introduced in BamHI site. The plasmids so generated were named as AtClpB-m-CFP-1881-OsClpB-m-GFP and AtClpB-c-CFP-1881-OsClpB-c and were subsequently used for transient assays in onion epidermal cells as described previously [79] and analyzed for GFP and CFP expression using a Leica TCS SP5 inverted confocal microscope.

### Yeast transformation and thermotolerance assays of recombinant yeast cells

Yeast transformation was carried out as described previously [39,79]. For thermotolerance of yeast cells, a secondary culture of yeast cells (initial OD_600 _0.05) was started and incubated (25°C, 200 rpm) till OD_600 _reaches 0.15 (~ 3 h). OD_600 _of the secondary culture was also measured and if there was slight variation, it was normalized. Aliquots of 200 μl of the yeast cells from all the strains was made in MCTs which were placed immediately in a water bath set at 50°C for 30 min. For the constructs in *ScΔhsp104*cells, cells were given a heat pre-treatment at 37°C for 1 h. After stress, MCTs were immediately plunged into ice. For spotting, 10 fold serial dilutions (till 10^-4^) of the cells were prepared in sterile water and 5 μl of each was dotted on YPD-agar plates (YPD containing 1.8% w/v agar). The plates were dried in the laminar flow and incubated at 30°C for 2 d.

## Abbreviations

Clp: Casenolytic protease; HSP: heat shock protein; HS: heat stress; PCR: polymerase chain reaction.

## Authors' contributions

AS participated in the designing of the experiments and carried out the experiments. The computing work was done by AS. AS and US performed the semi-quantitative RT-PCRs and yeast thermotolerance assays. AS and DM performed the microarray and Q-PCR experiments. AG designed the experiments undertaken in this study. AG made contributions in the analysis of the data and interpretation of the findings. AS and AG together drafted the manuscript. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Properties of class I Clp ATPase proteins from *Populus trichocarpa *and *Arabidopsis***. The tables describe the properties of class I Clp ATPase proteins. Click here for file

Additional file 2 **Genomic organization of rice Clp ATPase genes**. Genomic organization of rice Clp ATPase genes based on the comparison of ORFs and genomic DNA. The exon-intron distribution is marked for the coding region of the genes and does not involve the UTRs. The scale above represents the nucleotides in kb. Black lines represent the introns while grey boxes represent the exons. The representation is to the scale. Click here for file

Additional file 3 **Domain architecture of rice ClpB proteins**. Schematic representation of various domains present in rice ClpB proteins. The proteins were aligned with respect to first NBD. SMART database was used to visualize the domains. Click here for file

Additional file 4 **Structural aspects of rice ClpB proteins**. **A**. Structure of *A. thaliana *ClpB monomer. **B**. Monomeric structures of OsClpB proteins as predicted at I-TASSER server. Structures with the highest C-score were chosen for all the proteins. **C**. Predicted binding sites present in the rice ClpB proteins. The predicted binding sites are shown in green spheres while N- and C-terminus in the model are marked by blue and red spheres, respectively. Click here for file

Additional file 5 **Details of the binding site predicted in OsClpB proteins using I-TASSER**. The binding sites were predicted in OsClpB proteins using I-TASSER. Click here for file

Additional file 6 **Primers used in the current study**. List of all the primers used in the analysis. Click here for file

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 1 — Properties of class I Clp ATPase proteins from Populus trichocarpa and Arabidopsis. The tables describe the properties of class I Clp ATPase proteins.

Additional file 1. Properties of class I Clp ATPase proteins from *Populus trichocarpa* and *Arabidopsis.* aa- amino acids; pI- isoelectric point.

| **Proposed name** | **Type of Clp** | **Length (aa), pI** | **Predicted localization** | **Accession number** |
| --- | --- | --- | --- | --- |
| ***Populus trichocarpa*** | | | | |
| Pt101.7 | ClpB-cyt | 914, 5.96 | Cytoplasm | EEE77170 |
| Pt102.5 | ClpC1 | 924, 6.36 | Chloroplast | EEF06427 |
| Pt103.2 | ClpD1 | 939, 6.22 | Chloroplast | EEF05900 |
| Pt103.5 | ClpC2 | 932, 6.16 | Chloroplast | EEF06426 |
| Pt104.4 | ClpD2 | 948, 7.71 | Chloroplast | EEF96414 |
| Pt106.7 | ClpB-c1 | 949, 6.78 | Chloroplast | EEF04255 |
| Pt108.5 | ClpB-c2 | 967, 6.58 | Chloroplast | EEF85887 |
| Pt98.7 | ClpB-m | 877, 6.31 | Mitochondria | EEE92223 |
| ***Arabidopsis thaliana*** | | | | |
| At1g74310 (101.2) | ClpB-cyt | 911; 5.95 | Cytoplasm |  |
| At2g25140 (108.6) | ClpB-m | 964; 6.80 | Chloroplast |  |
| At3g48870 (105.7) | ClpC2 | 952; 6.25 | Mitochondria |  |
| At5g15450 (108.9) | ClpB-p | 968; 6.05 | Chloroplast |  |
| At5g50920 (103.4) | ClpC1 | 929; 6.59 | Chloroplast |  |
| At5g51070 (103.2) | ClpD | 945; 6.04 | Chloroplast |  |

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 2 — Genomic organization of rice Clp ATPase genes. Genomic organization of rice Clp ATPase genes based on the comparison of ORFs and genomic DNA. The exon-intron distribution is marked for the coding region of the genes and does not involve the UTRs. The scale above represents the nucleotides in kb. Black lines represent the introns while grey boxes represent the exons. The representation is to the scale.

## Slide 1
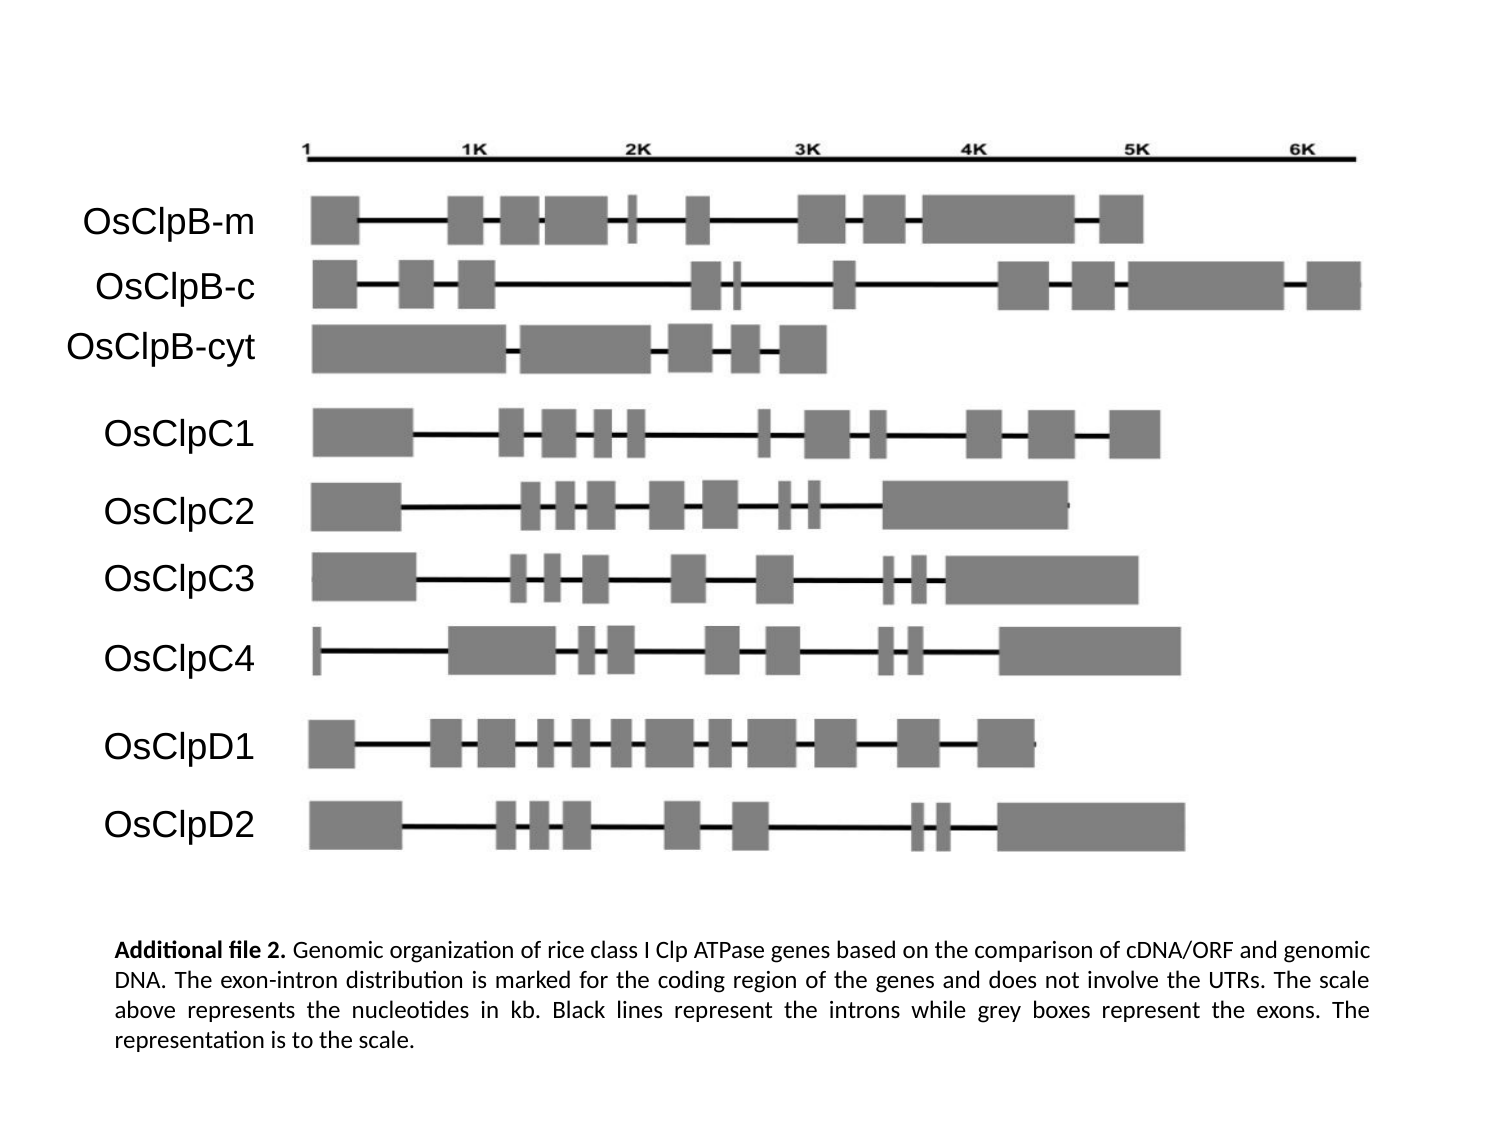

OsClpB-m
OsClpB-c
OsClpB-cyt
OsClpC1
OsClpC2
OsClpC3
OsClpC4
OsClpD1
OsClpD2
Additional file 2. Genomic organization of rice class I Clp ATPase genes based on the comparison of cDNA/ORF and genomic DNA. The exon-intron distribution is marked for the coding region of the genes and does not involve the UTRs. The scale above represents the nucleotides in kb. Black lines represent the introns while grey boxes represent the exons. The representation is to the scale.

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 3 — Domain architecture of rice ClpB proteins. Schematic representation of various domains present in rice ClpB proteins. The proteins were aligned with respect to first NBD. SMART database was used to visualize the domains.

## Slide 1
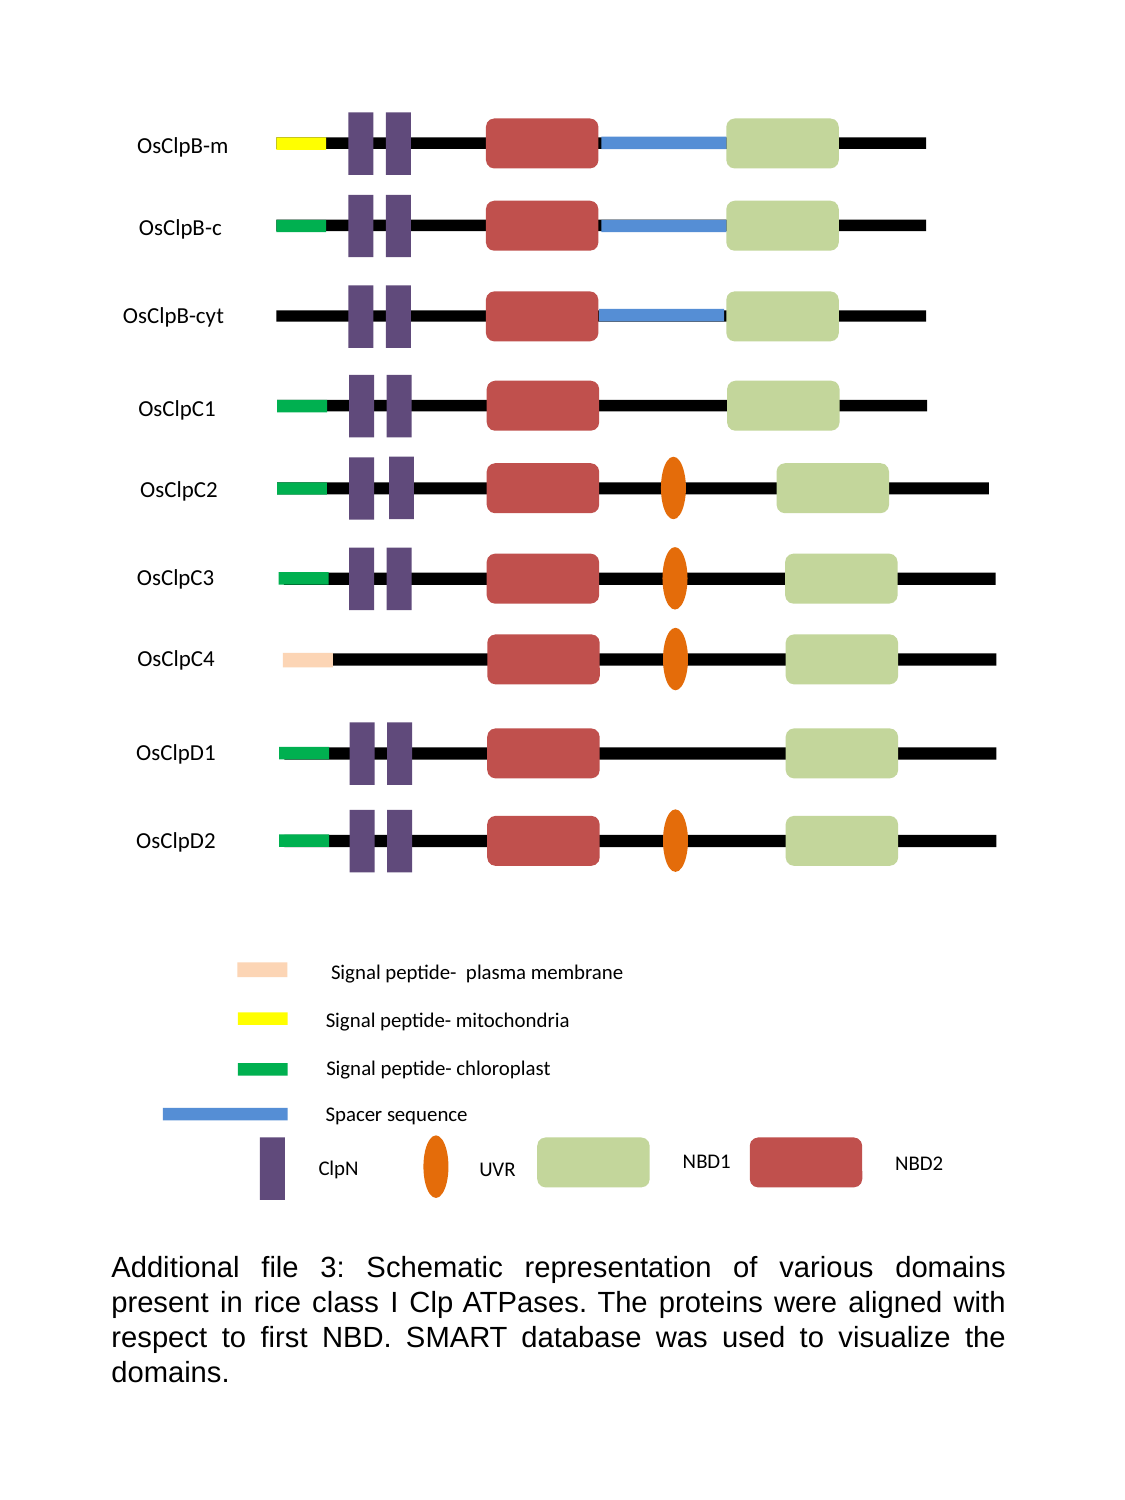

OsClpB-m
OsClpB-c
OsClpB-cyt
OsClpC1
OsClpC2
OsClpC3
OsClpC4
OsClpD1
OsClpD2
Signal peptide- plasma membrane
Signal peptide- mitochondria
Signal peptide- chloroplast
Spacer sequence
NBD1
NBD2
ClpN
UVR
Additional file 3: Schematic representation of various domains present in rice class I Clp ATPases. The proteins were aligned with respect to first NBD. SMART database was used to visualize the domains.

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 4 — Structural aspects of rice ClpB proteins. A. Structure of A. thaliana ClpB monomer. B. Monomeric structures of OsClpB proteins as predicted at I-TASSER server. Structures with the highest C-score were chosen for all the proteins. C. Predicted binding sites present in the rice ClpB proteins. The predicted binding sites are shown in green spheres while N- and C-terminus in the model are marked by blue and red spheres, respectively.

## Slide 1
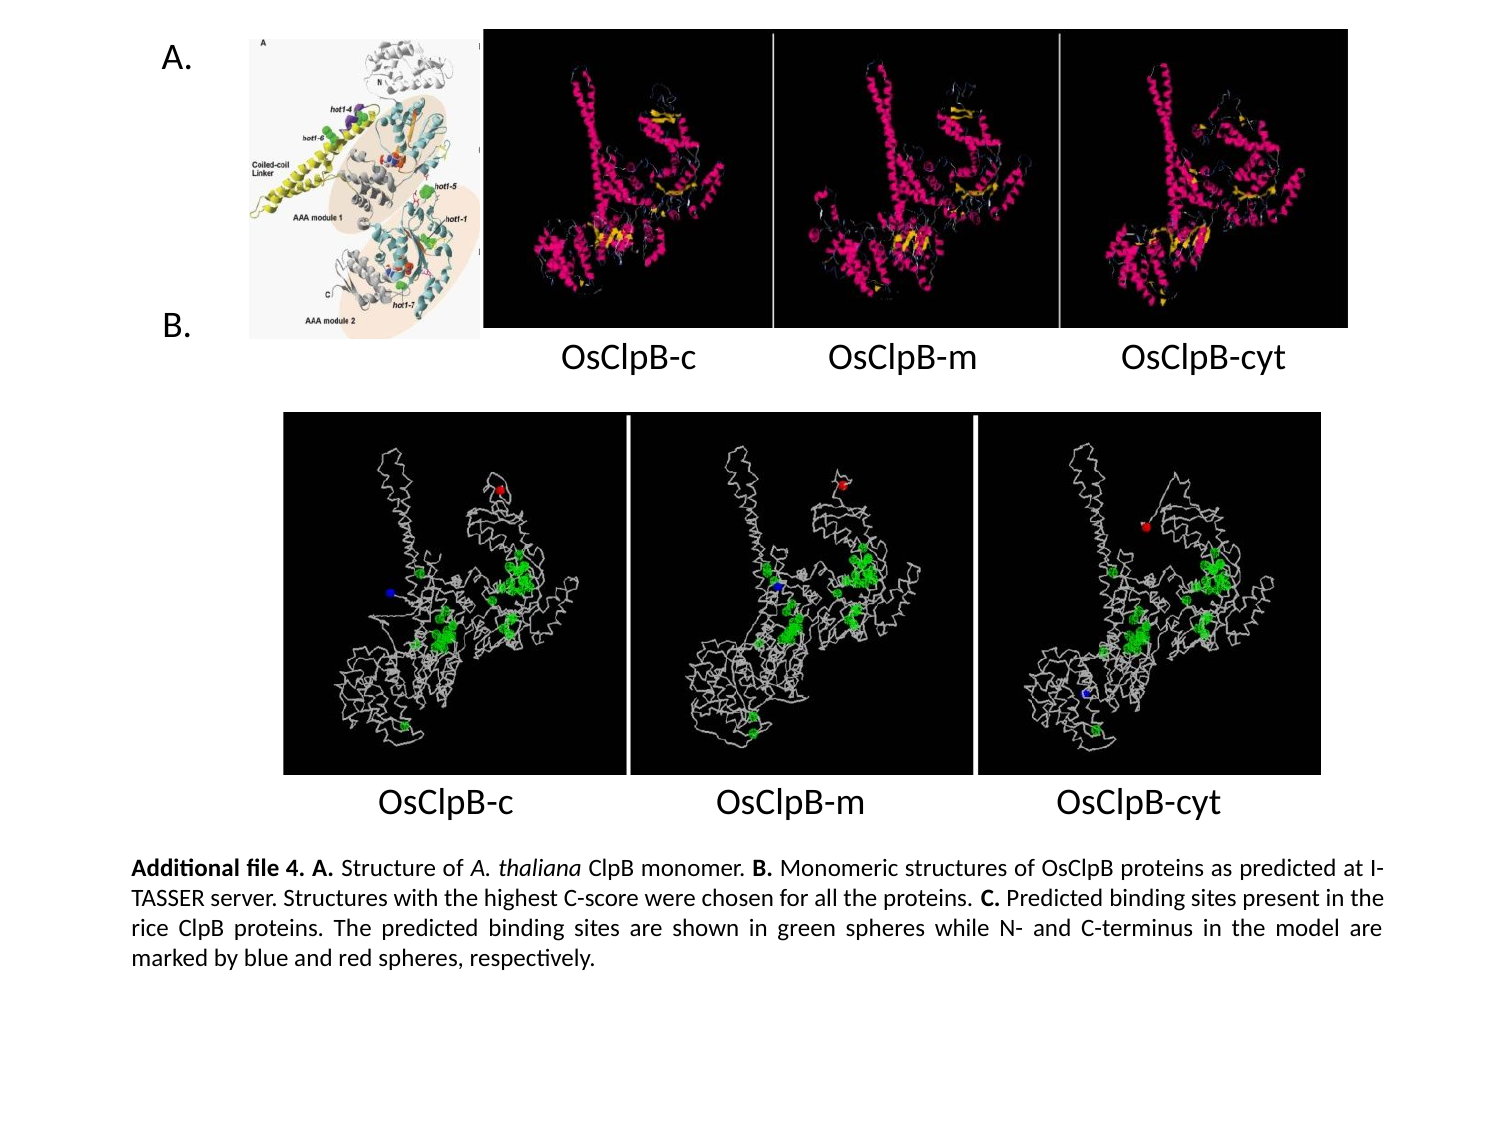

A.
B.
OsClpB-c
OsClpB-m
OsClpB-cyt
OsClpB-c
OsClpB-m
OsClpB-cyt
Additional file 4. A. Structure of A. thaliana ClpB monomer. B. Monomeric structures of OsClpB proteins as predicted at I-TASSER server. Structures with the highest C-score were chosen for all the proteins. C. Predicted binding sites present in the rice ClpB proteins. The predicted binding sites are shown in green spheres while N- and C-terminus in the model are marked by blue and red spheres, respectively.

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 5 — Details of the binding site predicted in OsClpB proteins using I-TASSER. The binding sites were predicted in OsClpB proteins using I-TASSER.

Additional file 5. Details of the binding site predicted in OsClpB proteins using I-TASSER.

**OsClpB-m**

| SER | :118 |  | LYS | :167 |  | VAL | :334 |  | ILE | :335 |  | PRO | :362 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GLY | :363 |  | VAL | :364 |  | GLY | :365 |  | LYS | :366 |  | THR | :367 |  |
| ALA | :368 |  | MET | :396 |  | ILE | :503 |  | LEU | :507 |  | PRO | :541 |  |
| ILE | :545 |  | ALA | :553 |  | LYS | :556 |  | MET | :557 |  | ARG | :727 |  |
| VAL | :728 |  | ILE | :729 |  | THR | :765 |  | GLY | :766 |  | VAL | :767 |  |
| GLY | :768 |  | LYS | :769 |  | THR | :770 |  | GLU | :771 |  | LYS | :774 |  |
| LEU | :787 |  | MET | :792 |  | SER | :793 |  | TYR | :795 |  | MET | :796 |  |
| ILE | :938 |  | ALA | :978 |  | ARG | :979 |  |  |  |  |  |  |  |

**OsClpB-c**

| SER | :107 |  | PRO | :262 |  | VAL | :263 |  | ILE | :264 |  | PRO | :291 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GLY | :292 |  | VAL | :293 |  | GLY | :294 |  | LYS | :295 |  | THR | :296 |  |
| ALA | :297 |  | GLY | :326 |  | ILE | :432 |  | LEU | :436 |  | PRO | :470 |  |
| ILE | :474 |  | MET | :486 |  | ARG | :656 |  | VAL | :657 |  | VAL | :658 |  |
| THR | :694 |  | GLY | :695 |  | VAL | :696 |  | GLY | :697 |  | LYS | :698 |  |
| THR | :699 |  | GLU | :700 |  | LYS | :703 |  | VAL | :716 |  | MET | :721 |  |
| SER | :722 |  | TYR | :724 |  | MET | :725 |  | ILE | :866 |  | ALA | :906 |  |
| ARG | :907 |  |  |  |  |  |  |  |  |  |  |  |  |  |

**OsClpB-c**yt

| ALA | :24 |  | PRO | :182 |  | VAL | :183 |  | ILE | :184 |  | PRO | :211 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GLY | :212 |  | VAL | :213 |  | GLY | :214 |  | LYS | :215 |  | THR | :216 |  |
| ALA | :217 |  | MET | :245 |  | ILE | :352 |  | LEU | :356 |  | PRO | :390 |  |
| ILE | :394 |  | VAL | :406 |  | ARG | :571 |  | VAL | :572 |  | VAL | :573 |  |
| THR | :609 |  | GLY | :610 |  | VAL | :611 |  | GLY | :612 |  | LYS | :613 |  |
| THR | :614 |  | GLU | :615 |  | LYS | :618 |  | LEU | :631 |  | MET | :636 |  |
| SER | :637 |  | TYR | :639 |  | MET | :640 |  | VAL | :777 |  | ALA | :817 |  |
| ARG | :818 |  |  |  |  |  |  |  |  |  |  |  |  |  |

# Supplementary material for: Genome-wide analysis of rice ClpB/HSP100, ClpC and ClpD genes
**Source:** BMC Genomics. 2010 Feb 8;11:95. doi: 10.1186/1471-2164-11-95
**Supplement:** Additional file 6 — Primers used in the current study. List of all the primers used in the analysis.

**Additional file 6: Primers used in the study**

**Primers used for semi-quantitative RT-PCR**

OsClpBC F 5’ CGCAGGGCAGGAAAGTGAGCTTCAC

OsClpBC R 5’ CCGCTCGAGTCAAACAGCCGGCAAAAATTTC

OsClpBCyt F 5’ ATTGTGATATTCGATCCCCTGTCCC

OsClpBCyt R 5’ GGAATTCCTACTCTTCGTCCATGCCG

OsClpBM F  5’ ATGACTTCAAACATTGGG

OsClpBM R 5’ GTTAGTCGCCAATGACTAG

OsClpC1 F 5’ GTTGGAAGCAGTGTCATTGAGAAGG

OsClpC1 R 5’ GCTCTAGATTAGACACTCAGAGCAGGTG

OsClpC2 F   5’ TAAGAATGAAGCTGTCCGTA

OsClpC2 R  5’ CATTCAGTACAATCACCTTC

OsClpC3 F 5’ ACCTGATGAAGCTAAAGAAC

OsClpC3 R 5’ GATCTCCTTCACCTCCAGCT

OsClpC4 F 5’ ATCAGCATACAGAACTTCAG

OsClpC4 R 5’ AATCCCCTTCTCTGACCTCT

OsClpD1 F 5’ ACAGAAGATACTGAATCAAG

OsClpD1 R 5’ GGAATTCTCAGAATGTCCGTGTCGG

OsClpD2 F 5’ CTGATACTGAAGAAAAGTCATATGC

OsClpD2 R 5’ GGAATTCTCAAAGTGTTGGTGTCGG

OsHSP74 F 5’ GGAATTCATGCCTCACCGGACAAGC

OsHSP74 R 5’ CCCAAGCTTCTATTCGTCGTCGTCAATCAC

Actin F 5’ CCCTATTGAGCATGGTATTG

Actin R 5’ CAGTTGTTGTAAAGGAATAA

**Primers used for Q-PCR**

OsClpBC F 5’ CTCGCCCGTCGAATCTTTT

OsClpBC R 5’ GCCGCTGGATGAACTTCTCT

OsClpBCyt F 5’ CGATCGAGCTGTGTGAATGAA

OsClpBCyt R 5’ AAAAAGGCATCATCGGAAAAAC

OsClpBM F 5’ CAGATAACTCCAGGAGAATTTACTGAGA

OsClpBM R 5’ CCACTACTTGTTGCTTCGACATTCTA

**Primers used for amplifying cDNAs for *hsp104* mutant yeast complementation**

AK058510 F  5’ GGAATTCATGGTTAAAGCAGAGACTG

AK058510 R 5’ CCGCTCGAGTTAGACACTCAGAGCAGG

AK066153 F 5’ GGAATTCATGTTTGAGAGGTTCACTG

AK066153 R 5’ CCGCTCGAGCTAACTATGCAGAAATATATC

AK068727 F 5’ GGAATTCATGGACATACCCTTC

AK068727 R 5’ ACGCGTCGACTCAGAATGTCCGTG

AK069123 F 5’ TCCCCCGGGATGGCCGCAGCGCC

AK069123 R 5’ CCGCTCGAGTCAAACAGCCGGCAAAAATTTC

AK069552 F 5’ ATGGAGAGAACCCTACTG

AK069552 R 5’ CTAGACAGTAAACG

OsClpB-M F 5’ TCCCCCGGGATGTCACGCGCCACCGCCGTG

OsClpB-M R 5’ AGGATATCCTAGTCATTGGCGACTAACTC

**Primers used in localization studies**

At2g25140 F 5’ GGATTCATGGCGCTAAGGAGATTATC

At2g25140 R 5’ CATGCCATGGGCTCCGTAAACTC

At5g15450 F 5’ GGAATTCATGGCGACGGCTACGACGACTG

At5g15450 R 5’ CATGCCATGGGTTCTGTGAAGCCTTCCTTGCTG

OsClpBC F 5’ CGGATTCATGGCCGCAGCGCCG

OsClpBC R 5’ TCAGATCTGACCTGACGGAGAGC

OsClpBM F 5’ CGGATTCATGTCACGCGCCACCG

OsClpBM R 5’ TCAGATCTGAGTACCTCGCCGCC

BamHI F (OCPI) 5’ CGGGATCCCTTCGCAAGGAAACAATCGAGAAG

BamHI R (OCPTI) 5’ CGGGATCCTCTGGTCACAGCAAATTAATG

How the deposited data were processed for this re-analysis (not part of the article)

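Seedlings of rice cultivar Pusa Basmati (PB1), 10 days old, were profiled on 21 Agilent arrays of 1 colour, 3 biological replicates for each of 7 groups, which are control, short cold, long cold, heat for 10 min and 30 min, and oxidative stress for 1 h and 4 h. The authors scanned each array and deposited an intensity per spot, the processed signal of Feature Extraction 9.5.3.1 (background method code 7), corrected for background and for gradients across the array and not scaled between arrays. The authors also deposited a table of ratios, which was tested on its values and holds the processed signal divided by the array's median and by the median of the 3 controls for 99.8% of its values within 0.01 on the log2 scale. Its lowest value, 0.01, was a floor reached by 46 values.

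Each array held 45151 spots, of which 2007 control spots were left out. Spots marked by the software as outliers were left out on their array, and the log2 processed signal was averaged over the spots of a probe. Of 42418 probes, 534 had more than 1 spot, and up to 10. From each array its 75th percentile was subtracted. The filter on dim probes kept 34708 probes that were well above background (multiplier 13 in the software's settings) on all 3 arrays of at least 1 group, and 29332 of them were so on all 21 arrays. The number of arrays limits the precision.

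Treatments were compared with the 3 controls by limma 3.58.1 in R 4.3.3, in 1 model of the 7 groups with 14 residual degrees of freedom and no block, and p was adjusted by the Benjamini-Hochberg method over the tested probes of a comparison. A change was called at an adjusted p under 0.05, and counts of probes also asked for a change of at least 2-fold. The same model gave the difference between the time points of a stress and that between heat and oxidative stress. Both time points of a stress pooled, and differences between a pair of ClpB genes, were tested by exact permutation tests, two-sided, over all 84 splits of 6 and 3 arrays. The alternatives to these tests were held to an exact p of 0.05 before adjustment. Sets of heat shock protein and heat shock factor probes, chosen by words in their descriptions without the Clp genes, were tested with limma's camera at a preset correlation of 0.01, with fry beside it. Tables were made with python 3.11.15.

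The genes named are every locus the paper names that has a probe, and for each treatment the 2 probes with the largest rise and the 2 with the largest fall among called probes that were well above background on all arrays of both groups and changed the same way on each stress array against every control. A gene with several probes was read from the probe with the highest mean normalized value. OsClpB-c and OsClpC1 were tied to probes by a cDNA accession that the paper names for them. OsClpB-cyt was tied by description, chromosome and the overlap of its Q-PCR primers with a probe. OsClpB-m, OsClpC2, OsClpC3, OsClpD1 and OsClpD2 were tied by chromosome and description. Os04g33220 was tied by description and its place beside OsClpD2. No probe was tied to OsClpC4, Os02g19450, Os08g15230 and Os02g32530, which were not analysed here. The Q-PCR and RT-PCR measurements, and the tissue and developmental profiles, were not analysed here.

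The alternatives were quantile normalization, centring on the median, normexp background correction with an offset of 50, no filter and a stricter filter on dim probes, slide as a block, replicate number as a block, a fit of 2 groups only, a trended and robust variance, array weights, the values of the table of ratios, the mean of all probes of a gene, other minimum folds, fry, the software's flag for a positive and significant signal, and leaving out each array. Against the control, slide was a fixed block for both cold treatments and 1 h of oxidative stress. For the other treatments it was a random block with a consensus correlation of 0.284. Between time points, slide was a fixed block in cold and heat stress and a random block in oxidative stress. For the overlap of heat with oxidative stress it was a random block. On simulated data with 200 probes changed 4-fold among 34708, the model of 21 arrays recovered 184 with 1 false call, and the fit of 6 arrays against 3 recovered 185 with 4 false calls.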

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

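Tests of saturated spots, of the array scanned later, of slide for OsClpD1 in cold, of scaling for single genes and of the shared control arrays were chosen after the result was seen. The other tests here, of other splits of the arrays, of scaling for the counts of probes, of slide for the heat shock sets and of shared slides, were not.

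Some genes differed between the time points of a stress, tested as the difference itself. The oxidative response of OsClpD1 was lower after 4 h than after 1 h (-1.17 on the log2 scale, limma adjusted p = 0.000481 after Benjamini-Hochberg adjustment), and that of OsClpB-m was higher (0.95, adjusted p = 0.0138). One 4 h array was on a slide of its own, scanned in a later session. Without it the differences were -1.10 and 0.89, which argues against this array as the cause. Both were called with slide as a random block (-1.21 with adjusted p = 0.00253, and between 0.000238 and 0.00253 over its alternatives, and 1.04 with adjusted p = 0.0263, and between 9.65e-05 and 0.0665 over its alternatives). The OsClpB-m difference was not called without the first 1 h array (0.85) or under normexp background correction (0.88). The 1 h and 4 h arrays shared no slide, so slide stays open beside the duration of the stress, which was not tested apart from it.

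OsClpD1 was higher in long than in short cold by 0.91 on the log2 scale (limma adjusted p = 0.00488). The difference with slide as a fixed block was 0.93 and not called (adjusted p = 0.222, and between 0.00304 and 0.222 over its alternatives). All short cold arrays were on 1 slide and no long cold array was on it, so this block rests on the 1 h oxidative arrays that link the slides. The size of the difference was kept with the block and its call was lost, so slide stays open for this gene.

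Smaller differences between time points were tested against the scaling of arrays. OsClpC1 was lower after 30 min than after 10 min of heat stress (-0.37, adjusted p = 0.0111), -0.45 and not called under quantile normalization, -0.53 and called with arrays centred on their median. It was not called with slide as a fixed block (-0.25) or without the first or the second 30 min array (-0.32 and -0.32). The SAM domain gene beside OsClpD2 was lower after 30 min as well (-0.28, adjusted p = 0.0296), -0.24 and not called under quantile normalization. The OsClpD2 fall in oxidative stress was smaller after 4 h by 0.30 (adjusted p = 0.0495), 0.22 and not called with arrays centred on their median, and not called with slide as a random block (0.27) or without 1 h replicate 1 or 2 or 4 h replicate 2 or 3 (0.32, 0.23, 0.24 and 0.31). For these 3 genes scaling and the duration of stress cannot be told apart, since the value kept its sign and lost its call under 1 of the 2 scalings. With the values of the series table, OsClpD2 was not called either (0.22).

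Actin 1, read by a probe saturated on 1 array of 10 min of heat stress, was lower after 30 min than after 10 min of heat stress (-0.63, adjusted p = 0.000120). Its 4 other probes, none saturated, were lower by 0.49 to 0.62. The difference was -0.63 and called under quantile normalization, and -0.79 with arrays centred on their median, which argues against scaling as the cause. In oxidative stress it was lower after 4 h than after 1 h (-0.31, adjusted p = 0.0246), and lower by 0.34 to 0.58 at the 4 other probes. This difference was -0.075 under quantile normalization and -0.39 and called with arrays centred on their median, so that scaling may explain it. Slide was not tested for actin 1 and stays open beside a biological difference.

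Beyond the genes that the paper discusses, 2928 probes were called and changed at least 2-fold in short cold, 5911 in long cold, 6865 after 10 min and 5788 after 30 min of heat stress, and 3973 after 1 h and 2707 after 4 h of oxidative stress, of 34708 probes tested. In each treatment 1 of the 10 splits of the 6 arrays, the real one, gave as many changed probes, and 10 splits are too few to exclude chance. With both durations pooled, 3861 of 34569 probes changed in cold, 5157 in heat and 1367 in oxidative stress. As large a count came from 1, 1 and 2 of 84 splits, the real one included. This argues against chance in cold and heat stress. It is weaker for oxidative stress, where the other split gave more probes than the real one. As all controls lay on 1 slide, these splits cannot tell treatment from slide. The other split in oxidative stress set the 3 arrays of 1 h, which lay on slides 1 and 2, against the rest and gave 2392 probes. The counts with slide as a fixed block were 512 higher and 134 lower in short cold, 2897 higher and 2572 lower in long cold and 1772 higher and 1184 lower after 1 h of oxidative stress. With slide as a random block, 6507 probes changed after 10 min and 5213 after 30 min of heat stress, and 1997 after 4 h of oxidative stress. No slide held both controls and heat stress arrays, or both controls and arrays of 4 h of oxidative stress, so slide stays open for them.

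Fewer probes changed after 4 h than after 1 h of oxidative stress. Without the 4 h array scanned later the count was 2196, which argues against this array as the cause of the lower count. The 4 h count was 3560 without the first and 3160 without the second 4 h array. With a 1 h array left out the 1 h count was 3561 to 4399, so the size of the gap depends on the arrays kept. After 10 min of heat stress 40.1% of the changed probes were higher. With arrays centred on their median the share was 53.0%, and the median of all probes moved from -0.083 to 0.097 on the log2 scale, so that the excess of lower probes may come from the scaling. Relative to the control, normexp background correction moved the median of all probes to 0.30 in short cold, 0.20 after 30 min of heat stress and 0.27 after 4 h of oxidative stress.

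The median log2 fold change of the 181 probes described as heat shock proteins was -0.31 in long cold (adjusted p = 0.0281 with limma's camera), 0.35 and 0.56 after 10 min and 30 min of heat stress and 0.13 and 0.27 after 1 h and 4 h of oxidative stress, with 126, 126, 120 and 129 probes above 0 in the last 4. That of 29 probes described as heat shock factors was 2.22, 1.47, 0.78 and 0.54 in these 4 treatments (adjusted p = 1.07e-19, 8.83e-12, 1.09e-06 and 2.58e-05). All these calls hold under fry, which also called the heat shock factors in long cold (-0.18, adjusted p = 0.0296, against 0.272 with camera). The heat shock protein set counts probes, several of them of the same gene, so the p from camera may be too small. In each treatment 1 of 10 splits, the real one, gave a set median as far from 0, apart from the heat shock factors in short cold with 4 of 10, and chance cannot be excluded with 10 splits. With durations pooled the count for heat shock proteins was 2 of 84 splits in cold, 2 in heat and 6 in oxidative stress, and for heat shock factors 8, 1 and 1. Chance is thus not excluded for heat shock proteins in oxidative stress and for heat shock factors in cold. For the other 4 the counts of 1 or 2 splits argue against chance, but such splits cannot tell treatment from slide. Within the slide shared by 2 arrays of 10 min of heat stress and 2 of 4 h of oxidative stress, the median difference between them was 0.29 for heat shock proteins and 1.96 for heat shock factors, which argues against slide as the cause of the rise after 10 min. Heat stress itself stays an open explanation, untested apart from the single control slide.

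Of the 3802 probes raised in at least 1 heat treatment and the 3356 raised in at least 1 oxidative treatment, 1680 were raised in both, 50.1% of the latter. The treatments share their controls. Among 20 simulations of unrelated responses against the same controls the largest overlap was 611, which argues against the shared controls as the cause. The 30 min heat and 1 h oxidative arrays share no slide, and 1241 probes were raised by both, against at most 333 in simulations, which argues against shared slides. As many probes were raised in both in 2 of 100 drawn splits of the 15 arrays into 6, 6 and 3, the real one included. This argues against chance, but such splits cannot tell treatment from slide. With slide as a random block, 1465 probes were raised in both. A response that both stresses share may explain the overlap, as a hypothesis, and the single control slide stays open.

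The paper does not discuss the probes with the largest rise and fall of each treatment. In short cold the log2 fold changes were Os02g0676800 (probe CI545726, variant 3) 6.77, Os02g0676800 (probe CI545726, variant x) 6.60, Os03g0388600 (probe CI556354) -4.31 and Os11g0134900 (probe AK069533) -4.21. In long cold the log2 fold changes were Os04g0583900 (probe AK101209) 8.29, Os10g0389500 (probe AK066066) 6.93, Os11g0559600 (probe AK064906) -4.24 and Os04g0208200 (probe CI396941) -4.09. After 10 min of heat stress the log2 fold changes were Os11g0506800 (probe CI064681) 10.71, saturated and at least 1674-fold, Os01g0136000 (probe CI053053) 10.08, saturated and at least 1082-fold, Os05g0493800 (probe AK110589) -4.53 and Os02g0216300 (probe AK102090) -4.10. After 30 min of heat stress the log2 fold changes were Os01g0136000 (probe CI053053) 10.50, saturated and at least 1451-fold, Os04g0445100 (probe AK063700) 9.44, saturated and at least 697-fold, Os09g0399800 (probe AK059858) -4.57 and Os05g0472600 -4.47. After 1 h of oxidative stress the log2 fold changes were Os02g0649300 (probe AK063685) 6.46, Os11g0506800 (probe CI064681) 6.28, Os03g0809000 (probe AK121408) -4.42 and Os07g0660100 (probe AK120788) -4.32. After 4 h of oxidative stress the log2 fold changes were Os11g0506800 (probe CI064681) 6.96, Os10g0368100 (probe AY533125) 4.91, Os05g0134800 (probe C20488) -5.20 and Os04g0538400 (probe AK108230) -5.17. The adjusted p of these 24 values from limma with Benjamini-Hochberg adjustment ran from 2.31e-12 to 0.00877, and in each all 3 stress arrays lay beyond the 3 controls, as the choice of probes required. They were picked as extremes, and slide stays open for them. No biological explanation was tested for single probes.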

How the results depend on the processing

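The alternatives were set before the data were examined. A result kept its call when its direction and its side of the threshold stayed, and a count when it stayed within 1.5 times the main count. For the pooled differences and those between ClpB genes, the threshold here is an exact p of 0.05 before adjustment. Of the pooled differences under it, 7 were not under 0.05 after Benjamini-Hochberg adjustment over 21 tests, with adjusted p of 0.0625 for OsClpB-c in oxidative, 0.0714 for OsClpC1 in oxidative, 0.05 for OsClpC3 in cold, 0.0714 for OsClpD1 in cold, 0.05 for OsClpD1 in oxidative, 0.0625 for OsClpD2 in heat and 0.05 for OsClpD2 in oxidative. Of 42 log2 fold changes against the control, 23 kept their call under every alternative run for them, and the same number also with each array left out. Of 21 pooled differences, 11 stayed on their side of this threshold under every alternative and 7 also with each array left out. Of 21 differences between the time points, 4 did so, of 6 differences between a pair of ClpB genes 4, of 6 OsClpC2 differences of means 2, all with each array left out as well. Of 12 heat shock set medians, 9 did so under every alternative, and arrays were not left out for them. None of the 12 counts of changed probes did so. The difference between heat and oxidative stress of OsClpB-cyt stayed called under its 5 alternatives, with values, all from a probe saturated on every heat stress array, from 2.35 to 2.59. The counts above include the OsClpB-cyt difference between time points in heat and its differences from the other ClpB genes in heat. As its probe was saturated on every heat stress array, the former cannot show a change with time. The latter do not give the size of a difference. The rises of the 3 ClpB genes in heat stress kept their call under every alternative and with each array left out.

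Under quantile normalization, among the log2 fold changes, newly called were -0.82 for OsClpB-cyt in short cold, -0.71 for OsClpB-m in short cold, -0.44 for OsClpB-c in long cold and 0.41 for OsClpB-c after 4 h of oxidative stress, and of opposite sign was -0.12 for OsClpC3 after 4 h of oxidative stress. Among the OsClpC2 differences of means, moved by more than 1 SD was 0.88 for OsClpC2 in short cold. Among the pooled differences, no longer under 0.05 was 0.21 for OsClpC1 in pooled oxidative, and of opposite sign were -0.082 for OsClpC1 in pooled heat and -0.054 for OsClpC3 in pooled oxidative. Among the differences between the time points, no longer called was -0.45 for OsClpC1 in heat, and newly called were -0.47 for OsClpB-m in cold, -0.52 for OsClpB-m in heat, -0.42 for OsClpB-c in cold and -0.55 for OsClpB-c in heat, and of opposite sign were 0.17 for OsClpC1 in oxidative, 0.11 for OsClpC3 in cold and -0.13 for OsClpC3 in oxidative. With arrays centred on their median, among the log2 fold changes, no longer called was -0.13 for OsClpD2 after 10 min of heat, and newly called were 0.38 for OsClpC1 after 10 min of heat and -0.36 for OsClpD2 after 4 h of oxidative stress, and of opposite sign was 0.076 for OsClpC3 after 10 min of heat. Among the pooled differences, no longer under 0.05 were 0.19 for OsClpC1 in pooled oxidative and -0.32 for OsClpD2 in pooled heat, and newly under 0.05 was 0.20 for OsClpD2 in pooled cold. Among the differences between the time points, no longer called was 0.22 for OsClpD2 in oxidative, and newly called was -0.38 for OsClpD2 in heat, and of opposite sign was -0.11 for OsClpD1 in heat. Under normexp background correction, among the log2 fold changes, no longer called was -0.29 for OsClpD2 after 10 min of heat, and of opposite sign was 0.063 for OsClpB-c in short cold. For the OsClpC2 differences of means, moved by more than 1 SD were 0.52 for OsClpC2 after 10 min of heat, 0.86 for OsClpC2 after 30 min of heat and -0.061 for OsClpC2 after 1 h of oxidative stress. The OsClpC2 control was well above background on no array, so none of these differences is a measured fold. For the pooled differences, no longer under 0.05 were -0.58 for OsClpB-m in pooled cold, 0.18 for OsClpC1 in pooled oxidative, 0.86 for OsClpC3 in pooled cold, 0.73 for OsClpD1 in pooled cold and -0.44 for OsClpD2 in pooled oxidative, and newly under 0.05 was 0.68 for OsClpB-m in pooled oxidative, and of opposite sign was -0.036 for OsClpC1 in pooled heat. For the differences between the time points, no longer called was 0.88 for OsClpB-m in oxidative, and of opposite sign were -0.0048 for OsClpB-cyt in oxidative, -0.050 for OsClpB-c in oxidative and -0.0060 for OsClpD1 in heat. For the set medians, of opposite sign were 0.22 for the set of heat shock proteins in short cold and 0.15 for the set of heat shock factors in short cold. With array weights, among the log2 fold changes, newly called were -0.83 for OsClpB-cyt in short cold, -0.65 for OsClpB-m in short cold, -0.41 for OsClpB-c in long cold, 0.30 for OsClpD2 in short cold and -0.32 for OsClpD2 after 4 h of oxidative stress, and of opposite sign were 0.010 for OsClpB-c in short cold, -0.12 for OsClpC3 after 1 h of oxidative stress and -0.11 for OsClpC3 after 4 h of oxidative stress. With only the arrays of 2 groups fitted, among the log2 fold changes, no longer called was -0.31 for OsClpD2 after 10 min of heat, and newly called were -0.79 for OsClpB-cyt in short cold, -0.67 for OsClpB-m in short cold, -0.42 for OsClpB-c in long cold, 0.26 for OsClpB-c after 1 h of oxidative stress and 1.29 for OsClpC3 in short cold. With a trended and robust variance, among the log2 fold changes, newly called was 0.31 for OsClpD2 in short cold. Without a filter on dim probes, among the log2 fold changes, no longer called was -0.31 for OsClpD2 after 10 min of heat. With the mean of all probes of a gene, among the log2 fold changes, newly called were 1.23 for OsClpC3 in short cold and 0.73 for OsClpD1 in short cold, and of opposite sign were 0.0059 for OsClpB-c in short cold and -0.13 for OsClpC3 after 30 min of heat. For the differences between ClpB genes, newly under 0.05 was 2.10 for OsClpB-cyt against OsClpB-c in heat, and of opposite sign was 0.34 for OsClpB-cyt against OsClpB-m in heat. With slide as a fixed block, among the log2 fold changes, no longer called were -1.09 for OsClpB-cyt in long cold, 2.07 for OsClpB-cyt after 1 h of oxidative stress and -0.56 for OsClpD2 after 1 h of oxidative stress, and of opposite sign was 0.038 for OsClpB-c in short cold. For the differences between the time points, no longer called were -0.25 for OsClpC1 in heat and 0.93 for OsClpD1 in cold, and of opposite sign were -0.056 for OsClpB-cyt in heat and -1.57 for OsClpC3 in heat. With slide as a random block, among the log2 fold changes, no longer called was -0.31 for OsClpD2 after 10 min of heat, and of opposite sign was 0.47 for OsClpC3 after 10 min of heat. For the differences between the time points, no longer called was 0.27 for OsClpD2 in oxidative. With fry in place of camera, among the set medians, newly called was -0.18 for the set of heat shock factors in long cold. The values of the authors' table of ratios gave the same changes of call and sign as centring on the median, for the same results and with the same rounded values. The cause of these changes was not tested.

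Under normexp background correction, the counts outside 1.5 times the main value were 269 lower in short cold, 1765 higher in long cold, 1149 lower in long cold, 1696 higher in 10 min heat, 1693 lower in 10 min heat, 854 lower in 30 min heat, 1408 higher in 1 h oxidative, 813 lower in 1 h oxidative, 857 higher in 4 h oxidative and 278 lower in 4 h oxidative. With slide as a fixed block, the counts outside 1.5 times the main value were 512 higher in short cold and 134 lower in short cold. With only probes well above background on all 21 arrays, the counts outside 1.5 times the main value were 1098 higher in short cold, 980 higher in 4 h oxidative and 566 lower in 4 h oxidative. With only the arrays of 2 groups fitted, the count outside 1.5 times the main value was 894 higher in 4 h oxidative. Under quantile normalization, the count outside 1.5 times the main value was 1521 lower in 4 h oxidative. With a minimum of 1.5-fold, the counts outside 1.5 times the main value were 3275 higher in short cold, 2366 lower in short cold, 4794 higher in long cold, 5774 lower in long cold, 4183 higher in 10 min heat, 7480 lower in 10 min heat, 5264 higher in 30 min heat, 5777 lower in 30 min heat, 3920 higher in 1 h oxidative, 3537 lower in 1 h oxidative, 3106 higher in 4 h oxidative and 2147 lower in 4 h oxidative. Without a minimum fold, the counts outside 1.5 times the main value were 5588 higher in short cold, 4191 lower in short cold, 7420 higher in long cold, 8903 lower in long cold, 6643 higher in 10 min heat, 10781 lower in 10 min heat, 7674 higher in 30 min heat, 9833 lower in 30 min heat, 5973 higher in 1 h oxidative, 7060 lower in 1 h oxidative, 5432 higher in 4 h oxidative and 4145 lower in 4 h oxidative. The 942 probes raised by both heat and oxidative stress under normexp background correction compare with 1680 under the main setting. The share of changed probes that were higher moved by over 10 points in short cold (63.4%) to 84.3% under normexp background correction and 79.3% with slide as a fixed block, in long cold (50.5%) to 60.6% under normexp, after 30 min of heat (55.3%) to 72.1% under normexp and 43.8% without a minimum fold, and after 1 h of oxidative stress (58.3%) to 45.8% without a minimum fold. After 4 h of oxidative stress (67.0%) it was 48.0% under quantile normalization, 56.7% with array weights, 56.7% without a minimum fold and 55.0% without its array 3. Fewer or more probes pass a higher or lower minimum fold by construction, and the cause of the other changes was not tested.

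With each array left out in turn, 658 values kept their call and sign, 49 were no longer past their threshold, 5 newly were and 29 changed sign. Among the log2 fold changes against the control, the values of those that changed ranged, with the array whose absence changed the side of the threshold or sign in parentheses, for OsClpB-c in short cold -0.048 to 0.034 (without short cold 2 or control 1, 3), OsClpC3 after 10 min of heat -1.10 to 0.78 (without control 2 or 10 min heat 2, 3), OsClpC3 after 30 min of heat -0.41 to 0.78 (without 30 min heat 3), OsClpC3 after 1 h of oxidative stress -0.21 to 0.39 (without 1 h oxidative 3 or control 3), OsClpC3 after 4 h of oxidative stress -0.049 to 1.00 (without 4 h oxidative 3), OsClpD2 in short cold 0.24 to 0.38 (without short cold 1) and OsClpD2 after 10 min of heat -0.42 to -0.23 (without control 1, 2 or 10 min heat 1, 2). Among the pooled differences, the values of those that changed ranged, with the array whose absence changed the side of the threshold or sign in parentheses, for OsClpB-c in pooled oxidative 0.27 to 0.36 (without 1 h oxidative 1, 2 or control 1, 2, 3), OsClpC1 in pooled cold 0.088 to 0.21 (without short cold 2), OsClpC1 in pooled heat -0.039 to 0.084 (without control 2, 3 or 10 min heat 2, 3), OsClpC1 in pooled oxidative 0.16 to 0.28 (without 1 h oxidative 1, 2, 3 or control 2, 3 or 4 h oxidative 2, 3), OsClpC3 in pooled cold 0.91 to 1.51 (without short cold 1, 2, 3 or control 1, 3), OsClpC3 in pooled heat -0.25 to 0.51 (without control 3 or 30 min heat 3 or 10 min heat 1), OsClpD1 in pooled cold 0.69 to 0.94 (without short cold 2, 3 or long cold 1, 2, 3 or control 1, 2, 3), OsClpD1 in pooled oxidative 1.26 to 1.61 (without control 1, 2, 3), OsClpD2 in pooled heat -0.49 to -0.37 (without control 1, 2 or 30 min heat 1, 2, 3 or 10 min heat 1, 2) and OsClpD2 in pooled oxidative -0.52 to -0.39 (without control 1, 2). Among the differences between the time points, the values of those that changed ranged, with the array whose absence changed the side of the threshold or sign in parentheses, for OsClpB-cyt in heat -0.11 to 0.75 (without 10 min heat 3), OsClpB-cyt in oxidative -0.10 to 0.31 (without 1 h oxidative 3), OsClpB-m in heat -0.97 to -0.20 (without 10 min heat 3), OsClpB-m in oxidative 0.85 to 1.12 (without 1 h oxidative 1), OsClpB-c in heat -0.70 to -0.072 (without 10 min heat 3), OsClpC1 in heat -0.48 to -0.32 (without 30 min heat 1, 2), OsClpC1 in oxidative -0.10 to 0.039 (without 1 h oxidative 3 or 4 h oxidative 1), OsClpC3 in cold -0.60 to 0.20 (without long cold 1, 2), OsClpC3 in heat -0.45 to 1.43 (without 30 min heat 3 or 10 min heat 2), OsClpC3 in oxidative -0.16 to 0.88 (without 4 h oxidative 3), OsClpD1 in heat -0.082 to 0.25 (without 30 min heat 2 or 10 min heat 1, 3) and OsClpD2 in oxidative 0.23 to 0.37 (without 1 h oxidative 1, 2 or 4 h oxidative 2, 3). Among the differences between ClpB genes, the values of those that changed ranged, with the array whose absence changed the side of the threshold or sign in parentheses, for OsClpB-cyt against OsClpB-c in heat 0.46 to 0.71 (without 10 min heat 3). Among the counts of probes, the values of those that changed ranged, with the array whose absence changed the side of the threshold or sign in parentheses, for higher, 4 h oxidative 1208 to 2520 (without 4 h oxidative 3). The OsClpB-cyt probe was saturated on all 6 heat stress arrays. Its range between time points in heat therefore cannot show a change with time. For the same reason its range against OsClpB-c in heat does not give the size of that difference. Fewer arrays widen the standard error and allow fewer splits by construction, and no other cause was tested.

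Replicate numbers do not pair the arrays. The mean correlation of the residuals of 63 pairs of arrays with the same number was -0.0164, from -0.263 to 0.193, and 0.00818 for other pairs. With replicate number as a block, all 88 results kept their call. Against the control, the fixed slide block could not be fitted for the heat treatments and 4 h of oxidative stress. They shared no slide with the controls or their linked groups, and a random block was used there. The stricter filter left no value for OsClpC3. The alternative rule of detection for Os02g19450 was not run, as no probe was tied to this locus. What the signal over background limits is OsClpC2, well above background on 6 of 21 arrays, and OsClpC3, on 13 of 21. By the scanner software's flag for a signal positive and significant these probes counted as detected on 21 and 20 arrays.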

Differences from the paper's values

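For OsClpB-c in heat stress the paper's value is a rise of up to 5-fold, and the value here was 15.8-fold after 10 min (SD 7.04, n = 3). Under the alternatives set before the data were examined it was 14.9-fold to 18.6-fold, and none brought it within the paper's value. On the log2 scale it was 3.98 and 3.70, which lies within 5, but the paper writes of folds, and on that scale OsClpB-cyt in oxidative stress, stated as over 5, was 1.91 and 2.02, so that a change of scale does not bring both within the paper's values.

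The paper states a rise of OsClpB-cyt in oxidative stress above a threshold of 5-fold. Here it was 3.77-fold after 1 h and 4.06-fold after 4 h, and over the settings run the log2 fold change was 1.69 to 2.12 after 1 h and 1.84 to 2.19 after 4 h, the highest under quantile normalization, all under the paper's value. The paper describes the responses of OsClpB-c and OsClpB-m to the stresses as nearly the same on its arrays (Fig. 4C). By its Q-PCR, however, OsClpB-m had the most ClpB transcript in heat shock and OsClpB-c the least. In heat stress the responses of these genes on the arrays differed here by 1.89 on the log2 scale, with OsClpB-m the higher, as in that Q-PCR order. The paper lists OsClpB-m as raised by oxidative stress, and here it was called after 4 h and not after 1 h (0.17 on the log2 scale). With both durations pooled the two-sided exact permutation test gave p = 0.107, and under 0.05 before adjustment with normexp background correction (p = 0.0476). The paper reports a rise of OsClpC2 in heat, cold and oxidative stress. Its probe was not among those tested here, and without a filter on dim probes its rise was called after 4 h of oxidative stress (limma adjusted p = 0.0406) and in no other treatment (adjusted p = 0.0516 or more). The paper describes a cold induction of OsClpB-cyt, from RT-PCR after 24 h and 48 h, and on these arrays it fell by 1.20 on the log2 scale in long cold (adjusted p = 0.00590).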

Other observations

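Tests of saturated spots, of a brighter probe and of slide for the ClpB genes were chosen after the result was seen, and those of OsClpC2 were not.

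The difference of means of OsClpC2 between stress and control, averaged over the 3 stresses, was 1.23 on the log2 scale. Its probe was well above background on no control array, so this is no measured fold. Of 1529 probes within 0.5 of the OsClpC2 control level, 15.7% rose as much, with a median of 0.34. Signal near background may therefore explain the difference. Before scaling, the smallest rise over the 3 stresses was 0.931 of its standard deviation, which leaves dim arrays open as an explanation.

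The greater heat response of OsClpB-m than of OsClpB-c was 1.90 on the log2 scale over the 5 heat stress arrays without a saturated spot (two-sided exact permutation test, p = 0.0179 over 56 splits), which argues against saturation as the cause. With the other OsClpB-c probe it was 1.64, which argues against compression of a bright probe. The responses of OsClpB-m and OsClpB-c with slide as a random block were 6.06 and 4.03 after 10 min and 5.40 and 3.59 after 30 min. Within the slide shared by 2 arrays of 10 min of heat stress and 2 of 4 h of oxidative stress, the difference between the genes was larger in heat by 1.14 (1.23 without the saturated array), against an SD of at most 0.17 in the control, heat stress and 4 h oxidative arrays, which argues against slide as the whole cause. No slide held both controls and heat stress arrays, so a share of slide in the size of the difference stays open. On the arrays alone, a greater response of OsClpB-m than of OsClpB-c to heat is a hypothesis from the same data. The paper's Q-PCR, not analysed here, placed OsClpB-m highest and OsClpB-c lowest in heat shock. The OsClpB-c probe, saturated on 1 array, did not differ between 10 min and 30 min of heat stress (-0.28), while the other probe, AK060637, was lower after 30 min (-0.72 on the log2 scale). Saturation may hide a fall in the former, whose difference was -0.70 and called without the saturated array.

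OsClpB-cyt was lower in cold, -0.79 on the log2 scale in short cold (limma adjusted p = 0.0815) and -1.20 in long cold (adjusted p = 0.00590), and below the controls on 6 of 6 arrays (two-sided exact permutation test with durations pooled, p = 0.0119, the smallest that 84 splits allow). OsClpB-m was lower by 0.95 with durations pooled, at the same p. When only short cold and control arrays were fitted, which leaves out the saturated heat stress arrays, the short cold fall of OsClpB-cyt was called. Its limma adjusted p was then 0.00107, and up to 0.779 with slide as a fixed block. The long cold fall of OsClpB-cyt was not called with slide as a fixed block (-1.09, adjusted p = 0.0994, and between 2.92e-06 and 0.0994 over its alternatives), and that of OsClpB-m was called (-1.13).

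OsClpC3, dim on these arrays, was not called by limma in any of the 6 treatments, and 0 of the 6 had an unadjusted p under 0.05. Its short cold rise was called with the mean of its probes (1.23) and in a fit of 2 groups only (1.29). With both durations pooled it was 1.23 higher in cold (two-sided exact permutation test, p = 0.0238, and 0.05 after adjustment over 21 tests), and 0.86 under normexp background correction, with p not under 0.05. Nor was this p under 0.05 without short cold replicate 1, 2 or 3 (1.20, 1.21 and 1.23) or without control replicate 1 or 3 (1.27 and 0.91). Its other probe, AK100126, was called in short cold (adjusted p = 0.0284) and after 4 h of oxidative stress (adjusted p = 0.0144), at least 2.13-fold higher than the control in the former, and 2.43-fold the bound of the control in the latter, where 1 of 3 arrays was well above background.

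The SAM domain gene beside OsClpD2, Os04g33220, was not called in any of the 6 treatments (adjusted p = 0.104 to 0.965 from limma with Benjamini-Hochberg adjustment). The paper's RT-PCR used an actin as its control, and which actin gene this is was not tested here. Actin 1 (Os03g0718100), chosen by its description, was 0.30 higher on the log2 scale in long cold (adjusted p = 0.0235) and lower by 0.57 after 30 min of heat stress (adjusted p = 0.000217), and was not called in the other 4 treatments.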
